# Tunable phenotypic variability through an autoregulatory alternative sigma factor circuit

**DOI:** 10.15252/msb.20209832

**Published:** 2021-07-19

**Authors:** Christian P Schwall, Torkel E Loman, Bruno M C Martins, Sandra Cortijo, Casandra Villava, Vassili Kusmartsev, Toby Livesey, Teresa Saez, James C W Locke

**Keywords:** *Bacillus subtilis*, microbial systems biology, single‐cell time‐lapse microscopy, stochastic gene expression, stress priming, Microbiology, Virology & Host Pathogen Interaction

## Abstract

Genetically identical individuals in bacterial populations can display significant phenotypic variability. This variability can be functional, for example by allowing a fraction of stress prepared cells to survive an otherwise lethal stress. The optimal fraction of stress prepared cells depends on environmental conditions. However, how bacterial populations modulate their level of phenotypic variability remains unclear. Here we show that the alternative sigma factor σ^V^ circuit in *Bacillus subtilis* generates functional phenotypic variability that can be tuned by stress level, environmental history and genetic perturbations. Using single‐cell time‐lapse microscopy and microfluidics, we find the fraction of cells that immediately activate σ^V^ under lysozyme stress depends on stress level and on a transcriptional memory of previous stress. Iteration between model and experiment reveals that this tunability can be explained by the autoregulatory feedback structure of the *sigV* operon. As predicted by the model, genetic perturbations to the operon also modulate the response variability. The conserved sigma‐anti‐sigma autoregulation motif is thus a simple mechanism for bacterial populations to modulate their heterogeneity based on their environment.

## Introduction

Cells live in a changeable environment and experience a wide range of environmental stresses. Bacterial populations have evolved strategies to survive these stresses. One strategy is for all cells to immediately respond to stress with the activation of the relevant stress response pathway (Hilker *et al,* 2016). Alternatively, a bacterial population can generate a broad range of cellular states, which allows it to hedge its bets against the changeable environment (Veening *et al,* 2008b). Noise in gene expression has been proposed as a mechanism for generating phenotypic variability in genetically identical cells (Raj & van Oudenaarden, 2008; Martins & Locke, 2015). This phenotypic variability has also been shown to be affected by changes in the cellular environment, such as a shift in stress level or growth conditions (Megerle *et al,* 2008; de Jong *et al,* 2012; Mitosch *et al,* 2019), as well as by previous ‘priming’ stresses (Mitosch *et al,* 2017). However, how the bacterial population regulates individual cell decisions to modulate the fraction of cells that enter an alternative transcriptional state remains unclear (Fig 1A).

**Figure 1:**
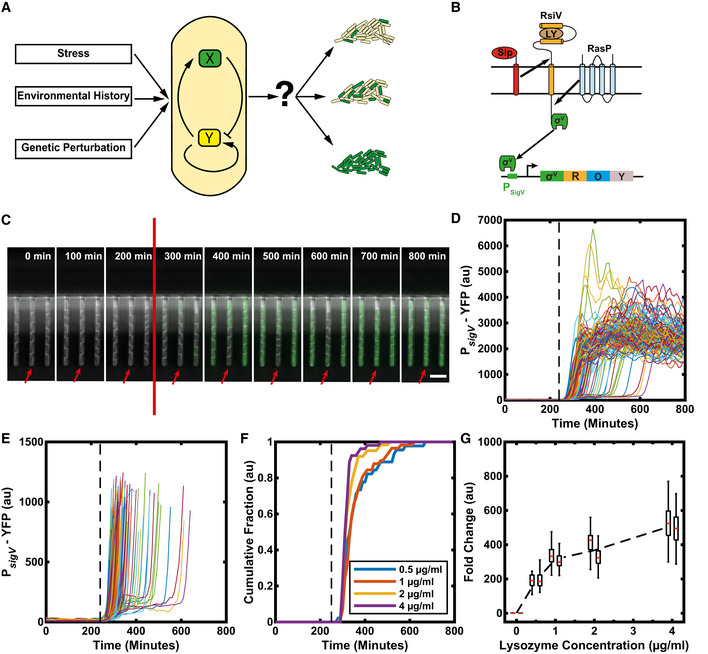
σ^V^ is activated heterogeneously in response to lysozyme stress AIt is unclear how genetic circuits (centre) tune phenotypic variability in a bacterial population in response to genetic perturbation, environmental stress and history (left) to modulate the fraction of cells that activate a given pathway (right).BSchematic of the σ^V^ circuit. In its inactive form, σ^V^ is bound to its anti‐sigma factor RsiV. If there is lysozyme present in the environment, RsiV binds to lysozyme and undergoes a conformational change. Only then the proteases SipS/ SipT and RasP can cleave RsiV to release σ^V^. Once σ^V^ is released from RsiV, it can bind to RNA polymerase to redirect transcription to the σ^V^ regulon. σ^V^ can initiate transcription of its own operon which includes *sigV* (σ^V^), *rsiV* (R), *oatA* (O, one of the main lysozyme resistance genes) and *yrhK* (Y, unknown function).CTime‐lapse microscopy of cells containing a P*_sigV_*‐YFP promoter reporter reveals heterogeneous activation of σ^V^ in response to lysozyme stress. The stress (red line) was added between the 200 and 300 min time points (at 240 min). The red arrow highlights a cell with a delayed activation of σ^V^. Scale bar: 5 μm.DTime traces of mean YFP fluorescence per cell. Each trace represents a single‐cell lineage's response to 1 µg/ml lysozyme. (109 traces from two independent experiments). Lysozyme added at the black dashed line.EFigure D replotted to allow examination of variable activation times.FThe observed heterogeneity is reduced with increasing stress levels. Each line represents the cumulative fraction of cells (*N* = ˜ 50) with P*_sigV_*‐YFP values that are higher than the half maximum of their final values (representing cells that have activated).GThe fold change in mean YFP fluorescence increases with increasing stress levels, shown for two biological repeats (adjacent boxplots). Each day's fold change distribution consisted of > 40 manually corrected single‐cell traces. On each box, the central mark indicates the median, and the bottom and top edges of the box indicate the 25^th^ and 75^th^ percentiles, respectively. The lower and higher whiskers of boxplot are extended to the first quartile minus 1.5 * interquartile range and the third quartile plus 1.5 * interquartile range, respectively. The black dashed line is the mean fold change. Data information: For more information on the number of repeats, please see Appendix Table S3.

The σ^V^ mediated lysozyme stress response pathway in *Bacillus subtilis* is an ideal model system to examine how bacterial populations can tune their phenotypic variability. σ^V^ is an extracytoplasmic function (ECF) alternative sigma factor. Alternative sigma factors replace the ‘housekeeping’ sigma factor, σ^A^, in the RNA polymerase holoenzyme and redirect it to regulons that control distinct regulatory programmes. They have already been shown to display a high level of gene expression variability in *B. subtilis* (Locke *et al,* 2011; Young *et al,* 2013; Cabeen *et al,* 2017; Park *et al,* 2018), and the σ^V^ activation pathway is both well characterized and specific to one stress condition, which greatly simplifies analysis of its activation.

σ^V^ is the only pathway activated in response to C‐type lysozyme (Guariglia‐Oropeza & Helmann, 2011; Ho *et al,* 2011; Ho & Ellermeier, 2012). Lysozyme is produced by animals as part of their innate immune system and kills bacteria by cleaving the peptidoglycan of the cell wall between the *N*‐acetylmuramic acid residue and the β‐(1,4)‐linked *N*‐acetylglucosamine (Lal & Caplan, 2011). In its inactive form, σ^V^ is bound to its anti‐sigma factor RsiV, a transmembrane protein (Fig 1B). If lysozyme is present, RsiV binds to lysozyme (Hastie *et al,* 2014; Hastie *et al,* 2016) and activates a signal transduction cascade to release σ^V^. First RsiV undergoes a conformational change that allows signalling peptidases to cleave RsiV at site‐1 (Hastie *et al,* 2014; Castro *et al,* 2018; Lewerke *et al,* 2018) (Fig 1B). *Bacillus subtilis* has five type 1 signal peptidases, of which the two major peptidases are SipS and SipT (Tjalsma *et al,* 1998). Either SipS or SipT is sufficient for site‐1 cleavage (Castro *et al,* 2018; Ho & Ellermeier, 2019). The truncated RsiV can then be cleaved by RasP (a site‐2 protease), which results in the release of σ^V^ (Hastie *et al,* 2013; Hastie *et al,* 2014) (Fig 1B).

Once σ^V^ is released it can bind to RNA polymerase and redirect transcription to the σ^V^ regulon. The regulon contains genes that allow adaptation to lysozyme stress, such as the penicillin‐binding protein PbpX and the d‐alanyl‐d‐alanine carrier protein ligase DltA. Both these genes are also part of other sigma factor pathways (Guariglia‐Oropeza & Helmann, 2011; Ho *et al,* 2011). Like many alternative sigma factors, one of σ^V^'s targets is its own operon. The *sigV* operon includes *sigV* (the gene that codes for σ^V^) and its anti‐sigma factor *rsiV*, and so its activation results in ‘mixed’ positive and negative feedback loops. In addition, the operon contains *oatA*, one of the main lysozyme resistance genes and *yrhK,* which is of unknown function (Hastie & Ellermeier, 2016). OatA contributes to lysozyme adaptation by transferring an acetyl group to the C‐6‐OH position of *N*‐acetylmuramic acid in the peptidoglycan, thus blocking cell wall cleavage by lysozyme (Bernard *et al,* 2011; Ho *et al,* 2011).

Although the molecular mechanisms underlying σ^V^ activation by lysozyme have been elucidated, previous work was carried out using bulk experiments that average out single‐cell dynamics (Guariglia‐Oropeza & Helmann, 2011; Ho *et al,* 2011) and mask cell‐to‐cell heterogeneity. This heterogeneity can be crucial in identifying and distinguishing between regulatory strategies (Munsky *et al,* 2012). In this study, we used single‐cell time‐lapse microscopy of fluorescent reporters for σ^V^ activity to characterize σ^V^ induction dynamics in individual cells in response to lysozyme stress. We found that upon induction by sub‐lethal levels of lysozyme, σ^V^ is activated heterogeneously, with some cells activating σ^V^ rapidly, whereas some cell lineages do not activate σ^V^ for multiple generations. This heterogeneity is functional, as cells that respond to an initial sub‐lethal stress are more likely to survive a subsequent lethal stress of lysozyme. Through experiment and modelling, we found that these dynamics can be explained solely by the autoregulatory feedback of σ^V^ on its own operon. Our model predicted that the observed heterogeneity could be tuned by environmental history and by genetic perturbations, which we confirmed experimentally. The conserved sigma‐anti‐sigma autoregulation motif is thus a simple mechanism for bacterial populations to tune their levels of phenotypic variability.

## Results

### Individual cells activate σ^V^ heterogeneously under lysozyme stress

To characterize σ^V^ activation dynamics, we first constructed a *B. subtilis* reporter strain containing a chromosomally integrated fluorescent reporter for σ^V^ activity, P*_sigV_*‐YFP. This strain also contained a reporter for the housekeeping sigma factor σ^A^ (P*_trpE_*‐RFP). P*_trpE_*‐RFP expression was used as a constitutive control and to aid image analysis (Materials and Methods). We then used time‐lapse microscopy to examine σ^V^ activity in individual cells grown in the mother machine microfluidic device (Wang *et al,* 2010). This device allows long‐term tracking of hundreds of individual cells trapped at the ends of channels. It also allows for fast switching between media conditions during imaging (Materials and Methods). We first measured σ^V^ expression dynamics in response to a step change to a sub‐lethal concentration of 1 µg/ml lysozyme (Fig 1C and D, Appendix Fig S1 and Fig EV1 and Movie EV1). The first cells begin to respond to the lysozyme stress with raised P*_sigV_*‐YFP levels within two frames (20 min), suggesting rapid activation given the ˜ 15 min maturation time of the YFP reporter protein (Appendix Fig S2). However, our time‐lapse movies revealed that P*_sigV_*‐YFP was heterogeneously activated at the single‐cell level (Fig 1C). While 20% of cells reached the half maximum of σ^V^ activity within 70 min of being exposed to lysozyme, it took 200 min (approximately four generations) for 90% of all cells to activate σ^V^ (Fig 1D and Appendix Fig S3B).

**Figure EV1:**
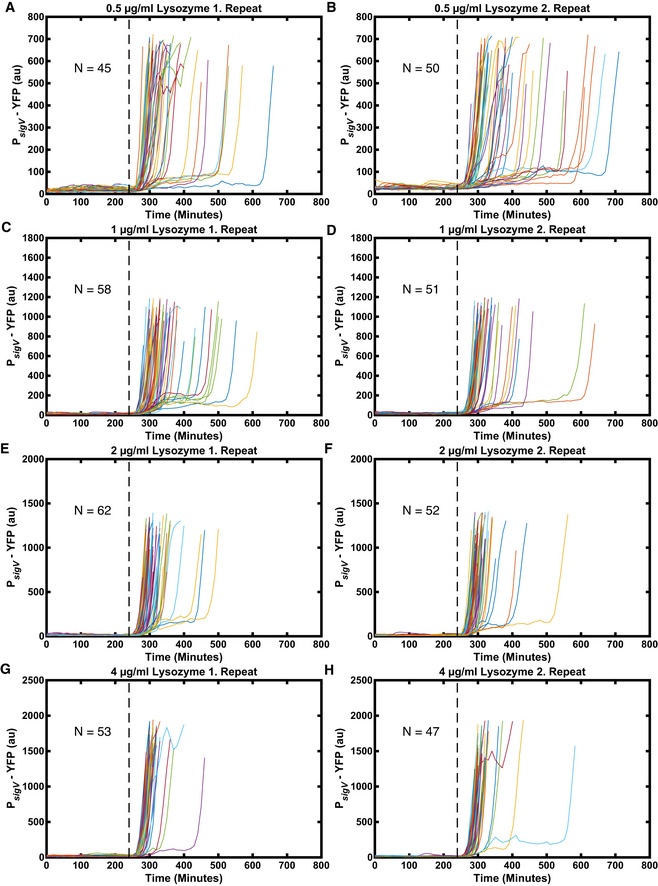
With increasing stress levels, the heterogeneity in σ^V^ activation times is reduced In each subpanel, a line corresponds to a single‐cell trace of one mother cell in the mother machine (*N* = ˜ 50). The stress was added after 240 min (dashed line). Once P*_sigV_*‐YFP passed its half maximum the traces end.
A, BSingle‐cell traces in response to 0.5 µg/ml lysozyme.C, DSingle‐cell traces in response to 1 µg/ml lysozyme.E, FSingle‐cell traces in response to 2 µg/ml lysozyme.G, HSingle‐cell traces in response to 4 µg/ml lysozyme. Data information: The data are the same as in *n* For more information on the number of repeats, please see Appendix Table S4.

To test whether the observed heterogeneous activation of σ^V^ in response to lysozyme was due to the growth conditions in the mother machine, we investigated σ^V^ activation dynamics in liquid culture (Appendix Fig S4) and using an alternative microfluidic device (Appendix Fig S5). Both conditions showed similar heterogeneous σ^V^ activation to that observed in the mother machine. Therefore, the observed heterogeneity in P*_sigV_*‐YFP is independent of the experimental setup. Previous work has shown that heterogeneous gene expression could be due to intrinsic noise in the expression of the P*_sigV_*‐YFP reporter (Elowitz *et al,* 2002), rather than due to heterogeneous σ^V^ activity. To test whether the observed heterogeneity was due to the intrinsic variability of the P*_sigV_*‐YFP reporter, we constructed a strain containing chromosomally integrated P*_sigV_*‐YFP and P*_sigV_*‐mTurq reporters and exposed it to 1 µg/ml lysozyme in liquid culture. In these snapshot experiments, the expression of P*_sigV_*‐YFP and P*_sigV_*‐mTurq was highly correlated (*R* ^2^ = 0.85) (Appendix Fig S6). Thus, the observed heterogeneity in P*_sigV_*‐YFP reflects changes in σ^v^ activity and not intrinsic variability of the P*_sigV_*‐YFP promoter.

Next, we asked whether the observed heterogeneity in P*_sigV_*‐YFP is modulated by the level of lysozyme applied. We examined P*_sigV_*‐YFP expression after the application of 0.5, 1, 2 and 4 µg/ml lysozyme. These values were all below the previously reported minimal growth inhibitory concentration of 6.25 µg/ml (Ho *et al,* 2011) and led to a transient decrease in growth rate (Appendix Fig S7). To measure the distribution of σ^V^ activation times, for each time point we calculated the fraction of cells that had crossed the half‐maximum of their respective final σ^V^ value (meaning the cell had activated σ^V^). We found that when increasing the lysozyme concentration from 0.5 to 4 µg/ml the heterogeneity in σ^V^ activity was reduced (Figs 1F and EV1 and Appendix Fig S8). The time for 90% of cells to activate their σ^V^ pathway decreased from 300 min (approximately six generations) for 0.5 µg/ml to 100 min (approximately two generations) for 4 µg/ml lysozyme (Appendix Fig S3). At the same time, the fold change in induction between the unstressed σ^V^ activity and the steady‐state σ^V^ activity under lysozyme stress increased from ˜ 190 for 0.5 μg/ml to ˜ 520 for 4 μg/ml (Fig 1G and Appendix Fig S1). We also observed that under a 4 µg/ml concentration of lysozyme some cells (8 and 21% in two different repeat experiments) appeared sick and were wider than usual cells. These cells also overshot their new σ^V^ activity steady‐state before relaxing to it. We removed these cells from our analysis (Appendix Fig S9), although including them did not affect our results (Appendix Fig S10). We also observed that the fraction of cells activating σ^V^ increased with increasing lysozyme in the alternative microfluidic device, although in this device movies were stopped before all cells activated due to crowding of the cells in the chip (Appendix Fig S5F). Taken together, our results reveal that the level of phenotypic variability in σ^V^ activation times is tuned by stress levels, with the heterogeneity in σ^V^ activation reduced as lysozyme levels increase.

We examined whether the differences in individual cell states before applying a lysozyme stress could predict how a cell responds to the stress. There was no correlation between either growth rate or cell size before lysozyme application and response time after lysozyme application (Appendix Figs S11 and S12). Alternative sigma factors in *B. subtilis* display gene expression variability even in the absence of stress (Locke *et al,* 2011; Park *et al,* 2018). We found that, in the absence of stress, the coefficient of variation of P*_sigV_*‐YFP was over four times higher than that of the constitutive control (0.65 ± 0.29 vs 0.14 ± 0.05) (Appendix Fig S13). Cells which had elevated levels of P*_sigV_*‐YFP before the addition of stress were more likely to activate σ^V^ instantaneously (Fig EV2 and Appendix Fig S14). However, some cells with low P*_sigV_*‐YFP levels also activate σ^V^ instantaneously (Fig EV2 and Appendix Fig S14). Therefore, while noise in P*_sigV_*‐YFP expression before stress contributes to the observed heterogeneity in σ^V^ activation after the addition of lysozyme, it is not the only cause.

**Figure EV2:**
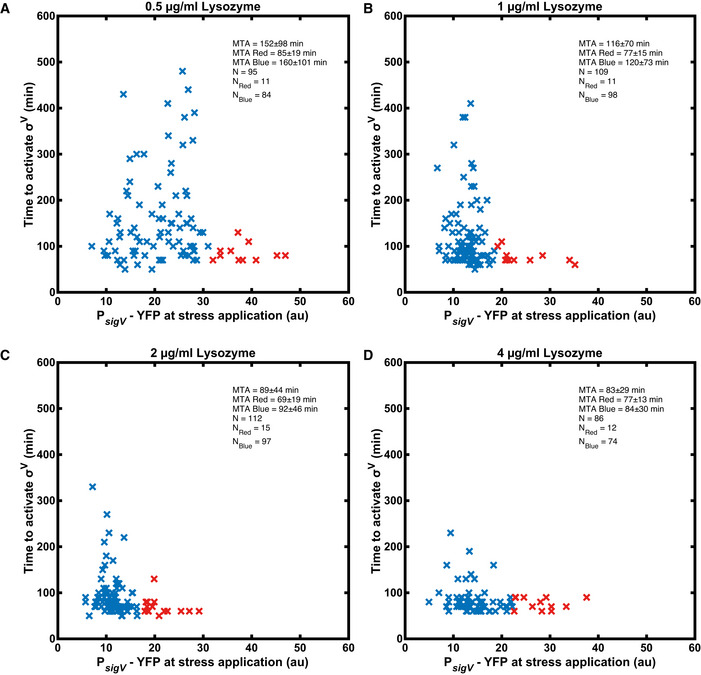
Cells with high P*_sigV_‐*YFP before stress activate σ^V^ rapidly Figure plots P*_sigV_*‐YFP levels at the time of stress addition, against the time to activation. Cells with a YFP fluorescence larger than the mean + s.d. (of the pre‐stress YFP distribution) are marked with red crosses. All other cells are marked with blue crosses. In the inset MTA stands for mean time to activate.
AActivation time for 0.5 µg/ml lysozyme.BActivation time for 1 µg/ml lysozyme.CActivation time for 2 µg/ml lysozyme.DActivation time for 4 µg/ml lysozyme. Data information: All shown data in the plots are from two biological repeats. For more information on the number of repeats, please see Appendix Table S4.

Given the heterogeneity in σ^V^ activation times, we examined whether activating σ^V^ early had any effect on the survival against future lethal concentrations of lysozyme. Cells that were exposed to 20 μg/ml of lysozyme for 20 min all died within 1 h (Fig 2 and Appendix Fig S15). However, if the cells were first exposed to a priming stress of 1 μg/ml of lysozyme for 30 min, which heterogeneously induced σ^V^, and then subsequently to 20 μg/ml of lysozyme for 20 min, some cells survived the high lysozyme stress (Fig 2A). We chose this priming stress level and duration as previous experiments had shown (Appendix Fig S4) that it ensured heterogeneous activation of σ^V^, with a large fraction of cells not having turned on before the second higher stress. We found that the short exposure to sub‐lethal concentrations of lysozyme (during the priming stress) improved survival to subsequent lethal stress levels from 0 to 12.5 ± 2.7% (See Materials and Methods, Fig 2B and Appendix Fig S15). Cells that survived until the end of the movie, 280 min after the 20 μg/ml of lysozyme, had on average 1.57 ± 0.33 fold higher P*_sigV_*‐YFP levels than perishing cells immediately before the application of the lethal concentration of lysozyme (Fig 2C).

**Figure 2:**
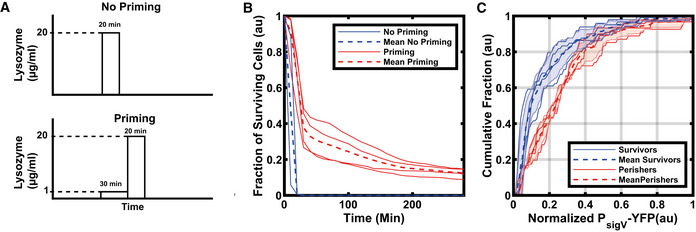
Rapid activation of σ^V^ after a first stress application increases survival after a second higher stress ASchematic of lysozyme application. Cells are either exposed directly to a high concentration of lysozyme (20 µg/ml) for 20 min (top) or exposed first to a short (30 min) lysozyme priming stress (1 µg/ml) before exposure to the higher concentration (bottom).BA priming (30 min) stress of 1 µg/ml lysozyme followed by the high lysozyme stress (20 µg/ml) improves survival. The solid blue lines are the biological repeats for the no priming experiment (*n* = 2) whereas the solid red lines are the biological repeats for the priming experiment (*n* = 4). (Total number of cells shown for No Priming, *N* = 2,013 and Priming, *N* = 4,937).CSurviving cells have higher P*_sigV_*‐YFP levels after the initial priming stress (1 µg/ml) than perishing cells. The cumulative distributions were normalized by their maximum σ^V^ activity and baseline subtracted. Each dashed line is the mean of experiments from *n* = 4 biological repeats. The shaded areas correspond to the mean ± s.d. For more information on the number of repeats and cell numbers, please see the supplementary text. Data information: For more information on the number of repeats, please see Appendix Table S3.

### The heterogeneous activation of P*_sigV_*‐YFP is solely due to σ^V^ and its anti‐sigma factor RsiV

We next attempted to understand how the single‐cell activation dynamics of the σ^V^ pathway are generated. First, to test whether the heterogeneity that we observed in σ^V^ activation times was due to lysozyme stress activating different stress response pathways, we analysed the genome‐wide transcriptional response of cells to 1 μg/ml lysozyme. 

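RNA was sequenced from the WT reporter strain JLB130 and from the Δ*sigV* strain JLB154, which carries a tetracycline resistance marker in *sigV*. Both are derivatives of *B. subtilis* PY79. Cultures of each strain were split into aliquots that received no lysozyme or 1 µg/ml lysozyme for 30 min, and each of the 4 groups has 2 biological replicates. The deposited values are the authors' estimated counts per annotated gene, made with Salmon and summed per gene with tximport. They cover 4140 genes, which carry locus tags only: the files do not pair the tags with gene names, and 0 of the tags were found in a RefSeq gene table of another PY79 assembly. Genes are therefore described here by locus tag and by their place among neighbouring tags, and values for *pbpX* and *dltA* are not given. The total count was 7036551 and 5981124 in the WT without stress, 6731226 and 5783399 in the WT with lysozyme, 7409763 and 6361296 in Δ*sigV* without stress, and 6008810 and 5781108 in Δ*sigV* with lysozyme. Counts were rounded to whole numbers (1.12% of them were not whole), scaled by TMM and tested with edgeR's quasi-likelihood test over all 8 libraries. The 519 genes with too few counts were left out, which leaves 3621. A gene was called changed at an adjusted p (Benjamini-Hochberg) under 0.05, and over 5 fold was taken as strong induction, as in the paper. The spread between replicates amounted to a biological coefficient of variation of 16%, and the median standard error of a log2 fold change was 0.178. With 2 libraries per group a gene's own spread is poorly known, so the fit borrows information across genes and groups. The low-count filter, the scaling and the choice of test can each change the number of genes called.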

We carried out RNA‐seq 30 min after the addition of stress in the wild type and in the Δ*sigV* knockout. We chose this stress level and duration as we had seen in previous experiments that it resulted in heterogeneous σ^V^ activation (Appendix Fig S4). As previously reported, only the *sigV* operon was strongly (> 5 fold induction) induced by lysozyme (Guariglia‐Oropeza & Helmann, 2011) in the wild type (Fig 3B). 

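In the WT, lysozyme raised 5 genes and lowered 0. Of the 5, 4 rose by more than 5 fold, and these have consecutive locus tags that begin at U712_13315. The paper gives the genes above 5 fold as the *sigV* operon, which encodes σ V, its anti-sigma factor RsiV, the peptidoglycan O-acetyltransferase OatA and YrhK. The files do not pair the 4 tags with these names. U712_13315, the first gene of the run, had the largest rise, from 2.44 ± 1.05 to 214 ± 31.1 CPM (counts scaled by library size, mean ± SD, n = 2). This is an 85.8-fold induction (95% interval 50.2 to 147, adjusted p = 2.35e-04 from edgeR). The second gene rose 59.8 fold, from 5.61 ± 1.46 to 340 ± 35.0 CPM, and the third rose 17.5 fold, from 27.3 ± 2.65 to 477 ± 17.3. The fourth gene was the least abundant with lysozyme and rose 13.0 fold, from 4.49 ± 0.595 to 58.7 ± 4.19 CPM. The adjusted p of these 3 genes from edgeR was 6.25e-06, 1.89e-06 and 9.27e-05. The fifth gene, U712_08885, lies outside the run. It rose 4.91 fold (95% interval 3.87 to 6.24, adjusted p = 3.50e-04 from edgeR), from 52.3 ± 6.11 to 257 ± 8.50 CPM, so its interval includes 5 fold. For each of the 5 genes both libraries with lysozyme lay above both libraries without it. At an unadjusted p under 0.05 edgeR had 103 genes higher and 46 lower, where 181 in all would be expected by chance. Fewer genes than chance gives can mean that its p-values are too large. DESeq2, the tool the paper used, called 26 genes at an adjusted p under 0.05, 23 higher and 3 lower. These include the 5 genes, and above 5 fold it had the run of 4 and 1 gene that was lower. Leaving out the second WT library without stress raised edgeR's count from 5 to 15 (7 higher, 8 lower), and a replicate block within each strain, chosen after seeing the data, raised it to 53 (48 higher, 5 lower).

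**Figure D1:**
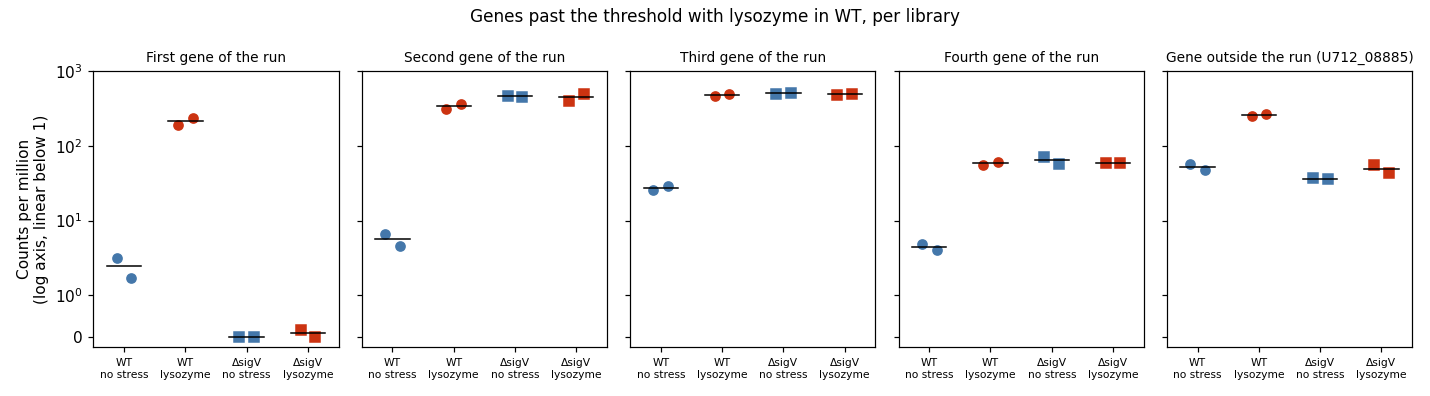
CPM of the 5 genes called with lysozyme in the WT, on a log axis that is linear below 1. Each point is 1 library (circles WT, squares Δ*sigV*, blue without stress, red with lysozyme) and each line is the mean of 2 libraries. The first gene of the run rises from 2.44 to 214 in the WT and lies at or near 0 in Δ*sigV*, where the other genes of the run stand at similar levels with and without lysozyme.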

The lysozyme resistance gene *pbpX,* which is part of the *sigV* regulon, was also upregulated in the WT (4.9 fold induction), but was not upregulated in the Δ*sigV* background (0.88 fold induction), consistent with the known role of *sigV* in its activation (Guariglia‐Oropeza & Helmann, 2011). 

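With lysozyme in the Δ*sigV* strain, edgeR called 0 of the 3621 genes. At an unadjusted p under 0.05 it had 102 genes, where 181 would be expected by chance and simulated libraries with no change in this strain had 159. Its p-values may therefore be too large here. DESeq2 called 3 genes at an adjusted p under 0.05. With a replicate block within each strain, which takes same-numbered libraries as aliquots of 1 culture and was chosen after seeing the data, edgeR called 26 genes, 23 higher and 3 lower, and 0 of them above 5 fold. The paper does not say that the numbers mark shared cultures. The 3 genes that DESeq2 called have consecutive locus tags outside the run and their log2 fold changes were 0.97, 1.06 and 1.02. U712_13315 had 0 counts in both Δ*sigV* libraries without stress, and 1 and 0 counts in those with lysozyme. It was the only gene of the run lost in this strain, as the deletion would give for *sigV* itself if the run is the *sigV* operon. Without stress, the 32 counts of the WT put it at least 11.9 fold lower in Δ*sigV*, against a floor of 3 counts over the group. The next 3 genes of the run did not change with lysozyme by more than their error in Δ*sigV*, with log2 fold changes of -0.04 (standard error 0.157), -0.04 (0.0993) and -0.12 (0.163). Their levels were not low in this strain. Without stress they stood at 459 ± 6.99, 503 ± 4.88 and 64.2 ± 10.3 CPM (mean ± SD, n = 2), which is 80.8, 18.4 and 14.2 fold above the WT without stress (adjusted p = 8.71e-07, 5.89e-07 and 6.27e-06 from edgeR). With lysozyme they stood at 448 ± 71.8, 488 ± 11.5 and 58.9 ± 0.359. U712_08885 went from 36.5 ± 0.594 to 49.5 ± 9.07 CPM, a 1.36-fold difference that was not called (95% interval 1.06 to 1.74, adjusted p = 1 from edgeR). A fitted fold above 5 was found for 2 genes, neither of them called: U712_13315, with its 1 count, and another gene at 6.79 fold, which has an unadjusted p under 0.05 in edgeR.

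**Figure D2:**
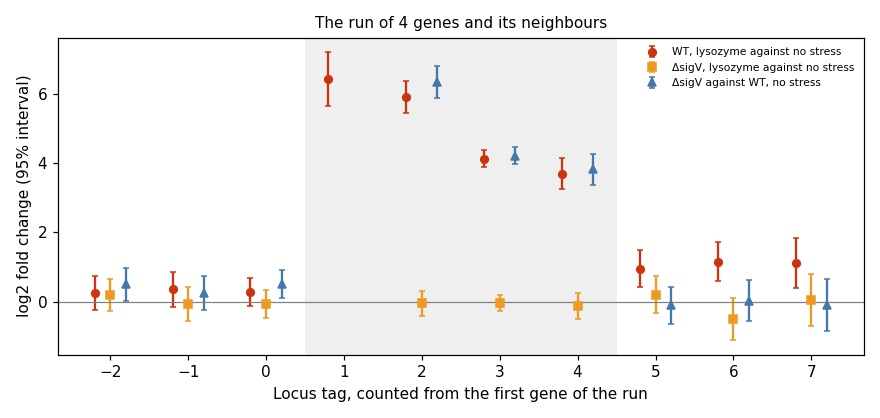
Log2 fold changes with 95% intervals along the locus tags around the run, whose 4 genes are shaded and counted from 1. In the WT (red circles) the 4 genes rise with lysozyme. In Δ*sigV* (orange squares) the second, the third and the fourth lie near 0 with lysozyme, and against the WT without stress (blue triangles) they are higher by 6.34, 4.20 and 3.83. The Δ*sigV* values of the first gene are left out because a group with 0 counts gives no interval.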

The Δ*sigV* strain did not show any genes with strong (> 5 fold induction) induction (Fig 3C). DltA, which is known to contribute to lysozyme resistance and is part of the *sigV* regulon (Guariglia‐Oropeza & Helmann, 2011), was not upregulated in the WT or the Δ*sigV* strain. Our results suggest that no other pathway is strongly induced by 1 µg/ml lysozyme. 

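For genes that were not called, the intervals show how large a rise could have been missed. The 95% interval of the lysozyme response ended below 5 fold for 3571 of the 3621 genes in the WT (98.6%) and for 3570 in Δ*sigV* (98.6%). It ended below 2 fold for 89.5% and 90.3% of the genes. The intervals of 45 uncalled genes in the WT and of 51 in Δ*sigV* reached 5 fold. In simulated libraries with the real depths and spread, edgeR called 95% of genes changed 5 fold in the WT and 52% of those changed 2 fold. The simulation changed 200 genes, which makes an adjusted p under 0.05 easier to reach than where few genes change. It also held no replicate effects shared between libraries, so these shares can be too high for the real data. Weaker rises were present at an unadjusted p under 0.05. One was a group of 4 genes with consecutive locus tags, which had a median log2 fold change of 1.43 in the WT and 0.99 in Δ*sigV*. In the WT, these 4 genes were past an adjusted p under 0.05 with DESeq2 and with edgeR's replicate block within each strain, but not in edgeR without the block, and 3 of them are the genes that DESeq2 called in Δ*sigV*. A longer stretch of 26 tested genes, picked out by the calls of that block fit, had a median log2 fold change of 1.06 in the WT and 1.25 in Δ*sigV*. The block fit called 19 of them in the WT and 17 in Δ*sigV*, and edgeR without the block called none of them in the WT. Between same-numbered libraries the median log2 difference of the stretch was 1.06 and 1.09 in the WT and 1.41 and 0.602 in Δ*sigV*. The difference between replicates was 0.268 and 0.299 in the WT without and with lysozyme, and 1.68 and 2.45 in Δ*sigV*. The 519 genes with too few counts for the test are not covered. In unstressed Δ*sigV* the last 3 genes of the run already stood 80.8, 18.4 and 14.2 fold above the WT. The paper reports that overexpressed *oatA* shut off σ V activation at 1 µg/ml lysozyme. If *oatA* is among these genes, the strain may have been protected, which was not tested. While that stays open, the few calls in Δ*sigV* cannot show how unprotected cells without *sigV* respond. Because genes outside the *sigV* operon were not induced by more than 5 fold, the paper proposes that other pathways are not strongly induced at this lysozyme level, and it goes on to hypothesize that the variation in P*_sigV_*-YFP arises in the σ V circuit itself.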

We therefore hypothesized that the observed P*_sigV_*‐YFP heterogeneity is due to the σ^V^ circuit itself (Ho *et al,* 2011; Hastie *et al,* 2013; Hastie *et al,* 2014).

**Figure 3:**
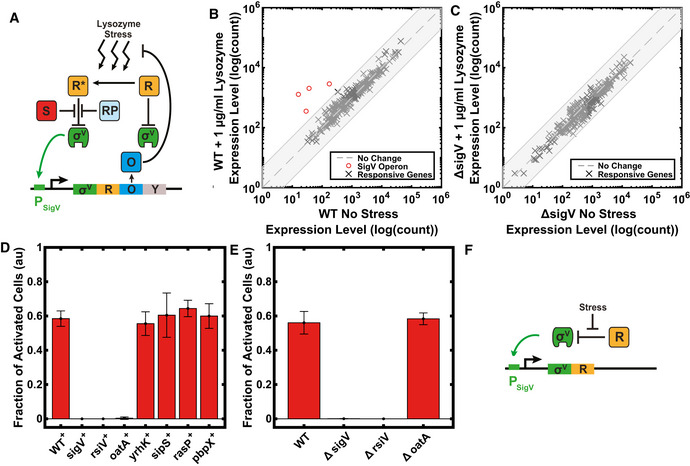
The observed σ^V^ heterogeneity can be explained by a simplified σ^V^ circuit ASchematic of the σ^V^ circuit. In the figure, R (orange) is the anti‐sigma factor RsiV, R* (orange) is RsiV bound to lysozyme, S (red) is signalling peptidase, RP (light blue) is RasP the site‐2 protease, O (blue) is OatA, and Y (grey) is YrhK. For more information on the activation mechanism, see Fig 1B.B, CRNA‐seq experiment on WT (JLB130) and Δ*sigV* *(*JLB154) strains, showing quantification of the absolute expression of individual genes in the presence and absence of lysozyme stress. The shaded grey box represents a ± 5 fold change. DEseq was used to identify genes which were differentially expressed with a 5% *P*‐value cut‐off between the WT and *ΔsigV* mutant in response to lysozyme treatment (default DEseq test was used). (B) Only the *sigV* operon is strongly activated (> 5 fold change) in response to lysozyme stress in WT (JLB130), as previously reported (Guariglia‐Oropeza & Helmann, 2011). (C) No genes were strongly upregulated in Δ*sigV* (JLB154) by lysozyme stress.DEffect of the overexpression of individual components of the σ^V^ pathway (Biological repeats: WT: *n* = 8, *sigV* ^+^: *n* = 4, *rsiV* ^+^: *n* = 3 *oatA* ^+^: *n* = 4, *yrhK* ^+^: *n* = 3, *sipS* ^+^: *n* = 3 and *rasP* ^+^: *n* = 3, *pbpX* ^+^: *n* = 6) on the fraction of activated cells. Only overexpression of *sigV, rsiV* or *oatA* changed the observed dynamics compared to WT. The histograms of the shown data are shown in Appendix Fig S16.EDeleting *oatA* did not alter the σ^V^ activation dynamics. However, deleting *sigV* or *rsiV* resulted in no further activation of σ^V^ in response to 1 ug/ml lysozyme. *n* ≥ 3 biological repeats for all data shown. The histograms of the shown data are shown in Appendix Fig S17.FSchematic of simplified σ^V^ circuit with only σ^V^ and RsiV, where σ^V^ (green) activates its own expression and that of its anti‐sigma RsiV (orange, R). Data information: Bars correspond to the mean ± s.d. For more information on the number of repeats, please see Appendix Table S3.

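The response to lysozyme differed between the strains for 4 genes, and each responded less in Δ*sigV*. For the second, the third and the fourth gene of the run that begins at U712_13315, the response in Δ*sigV* minus that in the WT was -5.94 (standard error 0.257), -4.17 (0.145) and -3.82 (0.253) on the log2 scale. For U712_08885 it was -1.85 (0.215), with an adjusted p of 0.0255 from edgeR. DESeq2 called the same 4 genes. In unstressed Δ*sigV* the 3 genes of the run already stood at 459, 503 and 64.2 CPM, against 340, 477 and 58.7 in the lysozyme-treated WT. Their smaller response in Δ*sigV* thus starts from a level already high without stress. The difference for U712_08885 was no longer called by edgeR when any 1 of 7 of the 8 libraries was left out (the exception being the first Δ*sigV* library with lysozyme), with adjusted p of 0.0517 to 0.214. U712_13315 has too few counts in Δ*sigV* for this comparison. In levels, many more genes set the strains apart than responded to lysozyme. Without stress 191 genes differed, 12 higher and 179 lower in Δ*sigV*, and with lysozyme 181 differed, 10 higher and 171 lower. Of the lower genes, 145 were in both sets, where 8.45 would be expected of independent lists. The lists are not independent, since both compare the same strains and cultures were split between the conditions. An overlap above that number was therefore likely from the design. The 179 lower genes had a median log2 fold change of -1.68, and 64 of them were lower by more than 5 fold. Together they held 9.04% of the counts in the WT without stress and 2.62% in Δ*sigV*. Among genes with a mean of at least 50 counts, U712_08390 and U712_14290 had the largest falls without stress, of 63.8 and 63.3 fold (adjusted p = 1.92e-06 and 2.47e-06 from edgeR). Many lower genes lie side by side: 82 of the 179 form 18 runs of 3 or more consecutive tags. DESeq2 called 54 higher and 211 lower without stress. With the replicate number as a block edgeR called 80 higher and 217 lower without stress. The block within each strain would set the replicate 1 level of Δ*sigV* against that of the WT, so its counts are not used for this comparison. The count of 191 became 113 and 112 without the first or the second Δ*sigV* library without stress and 335 (79 higher, 256 lower) without the second WT library without stress, and the count of 181 became 118 without the first WT library with lysozyme.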

To test which components of the σ^V^ circuit play a role in the heterogeneous activation of σ^V^, we constructed IPTG‐inducible overexpression constructs of all genes in the *sigV* operon (*sigV*, *rsiV, oatA, yrhK*), as well as genes in the σ^V^ circuit (*sipS, rasP*) and the *sigV* regulon (*pbpX*) in a P*_sigV_*‐YFP reporter background (Fig 3A). We then investigated σ^V^ activation dynamics under lysozyme stress after full induction of each circuit component. To do this, we took single‐cell snapshots of P*_sigV_*‐YFP expression of cells grown in liquid culture. The cells were either unstressed or were stressed for 30 min with 1 μg/ml lysozyme. As a metric for the variability in activation time of σ^V^ in response to lysozyme, we calculated the fraction of cells with P*_sigV_*‐YFP levels larger than a threshold above the unstressed level of each strain (See Materials and Methods). Single‐cell snapshots of P*_sigV_*‐YFP expression revealed that overexpressing either *yrhK, sipS, rasP* or *pbpX* only had a minor effect on the fraction of activated σ^V^ cells (Fig 3D) or on the level of P*_sigV_*‐YFP expression (Appendix Fig S16). For cells overexpressing *sigV* itself, no further activation of σ^V^ occurred on the addition of lysozyme (Fig 3D). This was because P*_sigV_*‐YFP expression was already at a high level prior to stress (Appendix Fig S16). Conversely, overexpression of *rsiV* caused cells not to express P*_sigV_*‐YFP at all, preventing activation of all cells on addition of lysozyme (Fig 3D and Appendix Fig S16). Finally, overexpressing *oatA*, which blocks lysozyme cleavage of the peptidoglycan, shuts off the activation of σ^V^ (Fig 3D and Appendix Fig S16). However, when we increased the lysozyme concentration to 20 μg/ml in the presence of *oatA* overexpression, the heterogeneous expression of P*_sigV_*‐YFP reappeared (Fig EV3), suggesting *oatA* is not responsible for the heterogeneous activation dynamics. We repeated the experiment for *rsiV* overexpression, but increased RsiV did not increase protect against lysozyme as a concentration of 20 μg/ml lysozyme killed all cells.

**Figure EV3:**
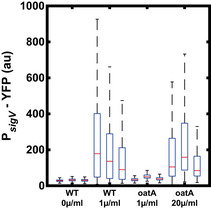
Overexpressing *oatA* shuts off σ^V^ activation Increasing stress levels from 1 to 20 µg/ml recaptures the WT σ^V^ activation dynamics when *oatA* is overexpressed. *n* = 3 biological repeats for all data shown. On each box, the central mark indicates the median, and the bottom and top edges of the box indicate the 25^th^ and 75^th^ percentiles, respectively. The lower and higher whiskers of boxplot are extended to the first quartile minus 1.5 * interquartile range and the third quartile plus 1.5 * interquartile range, respectively. Data information: For more information on the number of repeats, please see Appendix Table S4.

To further validate the importance of *sigV* and *rsiV* as compared to *oatA* for the observed heterogeneity in σ^V^ activation, we constructed deletion mutants of *sigV, rsiV* and *oatA*. Only the deletion of *oatA* left the activation σ^V^ dynamics unchanged (Fig 3E). In the *sigV* mutant, P*_sigV_*‐YFP levels did not increase in response to lysozyme stress (Fig 3C and Appendix Fig S17). Deleting *rsiV* caused all cells to have high P*_sigV_*‐YFP expression even before the addition of lysozyme and the addition of lysozyme did not activate the system any further (Appendix Fig S17). These findings suggest that the heterogeneity in σ^V^ activation only depends on σ^V^ and its anti‐sigma factor RsiV (Fig 3F). We found that the leakiness of the inducible *sigV* construct (P*_hyperspank_*‐*sigV*, without addition of IPTG) increased the fraction of activated cells on the addition of lysozyme, as well as causing an increase in the steady‐state levels of P*_sigV_*‐YFP before and after stress (Appendix Figs S18 and S19). The leakiness of the RsiV construct (P*_hyperspank_*‐*rsiV*) caused the opposite effect. These effects were still apparent for inducible constructs with lower leakiness (P*_spank_‐sigV*, P*_spank_*‐*rsiV* (Appendix Figs S18 and S19)), confirming that *sigV* activation dynamics are sensitive to these two system components.

### Mathematical modelling reveals that P*_sigV_*‐YFP expression dynamics can be explained by the ‘mixed’ σ^V^ autoregulatory feedback loop

Based on our transcriptome and overexpression analysis, we constructed a model of a simplified *sigV* operon consisting of *sigV* and its anti‐sigma factor *rsiV,* with positive autoregulation of the operon by active σ^V^ (Fig 3F). We did not include *oatA*, as it is not required for the heterogeneous activation of σ^V^ (Fig EV3). RsiV binds σ^V^ to form an inactive complex σ^V^‐RsiV. On stress application, RsiV is degraded and σ^V^ is free to activate the operon. The model was simulated using Gillespie‐type stochastic simulations, tracking the changes in copy number of each species of the system by simulating the individual reaction events (Gillespie, 1977). With the exception of the production of σ^V^ and RsiV (which were implemented through a Hill function of σ^V^ activity with a Hill coefficient of 2), all reactions were modelled using mass action kinetics (See Materials and Methods). A Hill coefficient > 1 was required to generate heterogeneous activation dynamics as a degree of ultrasensitivity is needed in the system to amplify the response to molecule fluctuations. We note that other networks, including a single positive feedback loop, can generate heterogeneous activation dynamics (See Materials and Methods and Appendix Fig S20), but that this is the simplest model that can simulate the role of both σ^V^ and RsiV in the regulation of *sigV* activation.

We searched a range of biologically feasible parameters and were able to find parameters that capture the heterogeneous σ^V^ activation in response to lysozyme stress (Figs 4A and EV4). The *sigV* operon components were assumed to be stable, so the dilution rate was set to approximately match the division rate observed in experiments. Simulations yielded plausible copy numbers for the number of sigma factor molecules (Jishage & Ishihama, 1995; Jishage *et al,* 1996). In addition, we verified that the heterogeneous activation behaviour is robust to perturbations to the system parameters (Appendix Fig S21). Using our model, we were able to recreate several aspects of the experimental data, including the dependency of induction time (Fig 4B) and steady‐state levels of *sigV* expression on levels of lysozyme stress (Fig 4C). Finally, the heterogeneous activation dynamics were also modulated by small increases in the baseline production rate of either σ^V^ or RsiV (Appendix Fig S22), qualitatively matching the effects of the leakiness of the inducible σ^V^ or RsiV construct observed in experiment (Appendix Fig S18).

**Figure 4:**
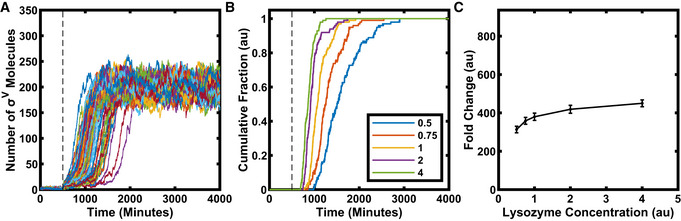
A model of the simplified σ^V^ circuit captures experimental results ASimulations display heterogeneous σ^V^ activation after lysozyme stress (*N* = 100). Dashed vertical line marks point of stress addition (parameter *L* changed from 0 to 1) in simulation.BIn simulations, cells activate σ^V^ faster as stress levels (the value of the *L* parameter) are increased, as observed experimentally (*N* = 100 simulations for each stress level: 0.5, 0.75, 1, 2, 4).CWith increasing stress levels, the steady‐state level of σ^V^ activity increases, as observed experimentally. Bars correspond to the mean ± s.d. (*N* = 100 simulations for each lysozyme stress level). Data information: For more information on the number of repeats, please see Appendix Table S3.

**Figure EV4:**
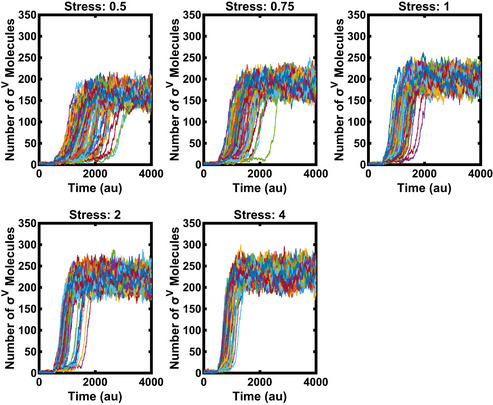
With increasing stress levels, the heterogeneity in activation is reduced in the mathematical model Each line corresponds to one simulated cell. The stress was added (parameter *L* changed from 0 to 1) at time point 500 (*N* = 100). Data information: For more information on the number of repeats, please see Appendix Table S4.

Our model consists of a mixed positive and negative feedback loop. We tested the requirements of this feedback for the dynamics by modelling a feedback‐broken system, with constitutive expression of *sigV* and *rsiV*. For a range of constitutive expression, the dynamic range of P*_sigV_*‐YFP expression for the feedback‐broken system on addition of lysozyme was less than that of the WT system (Fig EV5A and Appendix Fig S23). This reflected the role of the feedback loop in amplifying the system dynamics. To test this prediction experimentally, we constructed a strain with no autoregulation of the *sigV* operon by knocking out the *sigV* operon and replacing it with a *sigV* operon driven by an inducible promoter. This allowed us to study the system at different steady‐state expression levels (by varying IPTG induction level) to the WT system. We found that the fold change induction of the WT on addition of lysozyme was at least 4.5 times higher than that observed in the inducible operon strain, regardless of the IPTG induction level (Fig EV5B and Appendix Fig S24), matching the behaviour observed in our model (Fig EV5A).

**Figure EV5:**
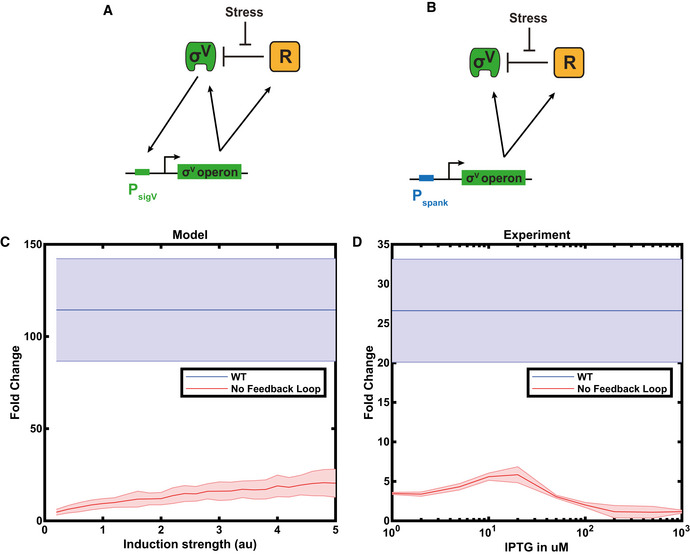
The *sigV* feedback loop increases the dynamic range of the circuit ASketch of WT *sigV* circuit. Where R stands of RsiV.BSketch of rewired circuit with deleted positive feedback loop. Where R stands for RsiV and P_spank_ for the IPTG inducible promoter spank.CThe fold change in *sigV* expression pre/post 1 μg/ml lysozyme stress was calculated from model simulations of the WT system (blue line) and a feedback‐broken system where the levels of the *sigV* operon are inducible (red line). The shaded areas represent one standard deviation of mean. *N* = 100 simulation.DThe experimental fold change for the WT, and the feedback‐broken strain for IPTG values between 0 to 1,000 μM. The blue line is the WT fold change, and the red line is the fold change of Δ*sigVrsiVoatAyrhK* P*_spank_*‐*sigVrsiVoatAyrhK*. The shaded areas represent one standard deviation of mean. *n* = 3 biological repeats for all data shown. Data information: For more information on the number of repeats, please see Appendix Table S4.

### Phenotypic variability is tuned by doubling copy numbers of *sigV* operon genes

To further test the assumptions of our model, we predicted the effect on σ^V^ activation dynamics of introducing a second copy of each component of the *sigV* operon (*sigV, rsiV* or both *sigV* and *rsiV*), with each component driven by the *sigV* promoter (Fig 5A). Our model predicted that these perturbations would modulate the heterogeneity of the system's response to lysozyme stress. A second copy of *rsiV* meant that large fluctuations in *sigV* expression were required to kick the system into the high σ^V^ expression state (Fig 5B and Appendix Fig S25). This increased the cell‐to‐cell variability in response times to lysozyme stress, as compared to the WT in the simulations (Appendix Fig S25). Conversely, with a second copy of *sigV*, or a second copy of both *sigV and rsiV,* smaller fluctuations in *sigV* expression are required to kick the system into the high σ^V^ expression state. Cell‐to‐cell variability in response times to lysozyme therefore decreases in these simulations (Fig 5 and Appendix Fig S25). In fact, a second copy of *sigV* caused an increase in the levels of σ^V^ expression even before the addition of lysozyme in the simulations (Appendix Fig S25).

**Figure 5:**
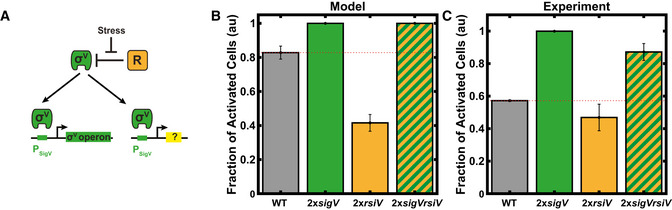
Phenotypic variability is tuned by additional copies of components of the σ^V^ circuit ASchematic of genetic perturbations to σ^V^ circuit. Second copies of σ^V^ components were added under the control of the P*_sigV_* promoter. ? = P*_sigV_‐sigV* (2x*sigV*), P*_sigV_*‐sigVrsiV (2x*sigV‐rsiV*) or P*_sigV_‐rsiV* (2x*rsiV*).BModel simulations predict that the 2x*sigV* or 2x*sigV‐rsiV* strains have a homogenous σ^V^ response to lysozyme, while the 2x*rsiV* strain has increased heterogeneity. Bars correspond to mean (*N* = 999 simulations) ± s.d. (1,000 bootstraps).CAs predicted, the 2x*sigV* or 2x*sigV‐rsiV* strains have a homogenous σ^V^ response to 1 µg/ml lysozyme, while the 2x*rsiV* strain has increased heterogeneity. Each bar plot is the average of three biological repeats. The bars correspond to the mean ± s.d. Data information: For both (B) and (C), bars represent the fraction of cells that have activated σ^V^ 30 min after treatment with lysozyme. σ^V^ activated cells were defined as those cells that had passed a threshold of the WT mean before lysozyme application plus six standard deviations. For more information on the number of repeats, please see Appendix Table S3.

To test these predictions, we constructed strains containing a second copy of either *sigV*, *rsiV* or *sigVrsiV* driven by the *sigV* promoter. As predicted by our model, snapshots of *sigV* expression after induction by 1 μg/ml of lysozyme revealed that a second copy of *sigV* or *sigVrsiV* reduced the observed heterogeneity in σ^V^ activation, while a second copy of r*siV* caused an increase in the heterogeneity in σ^V^ activation (Fig 5C and Appendix Fig S26). Finally, adding a second copy of *sigV* alone caused the activation of σ^V^ even in the absence of stress, as predicted. These results validate our model assumptions and also show that the heterogeneity in *sigV* activation is easily tuned by simple genetic perturbations.

### The heterogeneous activation dynamics of σ*^V^* are dependent on environmental history

Given that the σ^V^ activation dynamics appear sensitive to the baseline levels of σ^V^, RsiV and the σ^V^‐RsiV complex, any perturbations to these levels should affect σ^V^ activation times. We hypothesized that cells should have elevated levels of *sigV* operon components after a lysozyme stress is removed due to the recent high expression of the operon components. The elevated levels of σ^V^ stored in stabilized σ^V^‐RsiV complexes should cause all cells to respond immediately to a subsequent reapplication of lysozyme. We investigated this hypothesis in our model. We simulated the application of lysozyme stress, which was then removed for the equivalent duration of several cell cycles. The same level of stress was then reapplied and the heterogeneity in σ^V^ activation disappeared (Fig 6A and Appendix Fig S27). However, as the delay before the second application of lysozyme was increased (allowing system components to relax to pre‐stress levels), the heterogeneity gradually returned (Fig 6B and C and Appendix Fig S27). Thus, our simulations predict the existence of a temporary molecular memory of the environmental history.

**Figure 6:**
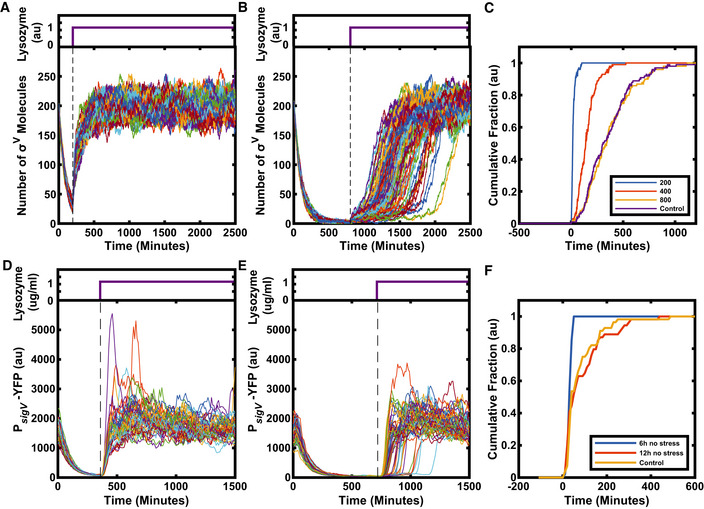
The σ^V^ circuit has a memory of previous stress Stress is removed from an activated system at time 0 and reapplied at a time indicated by the dashed line, lysozyme concentrations are indicated by the purple traces above time course plots.
ASimulations predict that after a break in stress, on reapplication of stress all cells turn on σ^V^ immediately and homogeneously (*N* = 99).B, CWith increasing intervals between stresses, response heterogeneity reappears in the model, indicating a loss of memory. (C) Each line represents the cumulative fraction of cells (*N* = 99) with σ^V^ concentration values that are higher than the half maximum of their final values (representing cells that have activated). If the interval between stress is increased long enough, (800 au), the heterogeneity is the same as if the cells had not experienced a prior lysozyme stress (control).DExperiments confirm memory in the σ^V^ circuit. For short intervals between stress applications, cells respond immediately and homogeneously. Each line corresponds to one of 48 single‐cell traces.E, FFor very long intervals between stress (12 h), the heterogeneity is the same as if the cells had not experienced a prior lysozyme stress (control). *N* > 50 single‐cell traces. Data information: For more information on the number of repeats, please see Appendix Table S3.

To test whether the σ^V^ circuit exhibits such a memory, we grew cells in the mother machine device under 1 μg/ml lysozyme stress before removing the stress for 6 h (approximately seven cell cycles). All cells stopped activating σ^V^ as soon as lysozyme was removed, as indicated by the decay in YFP fluorescence (Fig 6D and Movie EV2). The decay in fluorescence was tightly synchronized across the population and YFP decayed with a half‐life time of 51 ± 1 min, which was similar to the cell cycle time of 51 ± 13 min. When reapplying a 1 µg/ml lysozyme stress after 6 h (approximately seven generations), all cells responded instantaneously. As predicted by the model, the heterogeneity in σ^V^ activation was lost (Fig 6D, Appendix Fig S28A and Movie EV2). Also as predicted by the model, increasing the duration of the break in stress to 12 h (approximately 14 generations) resulted in heterogeneous activation dynamics similar to those observed in response to the first application of lysozyme stress (Fig 6E and F, Appendix Fig S28B and C and Movie EV3). This return to a heterogeneous response reflects the system's loss of transcriptional memory through reduction in the *sigV* operon component concentrations to pre‐stress exposure levels. These results held for two different versions of the mother machine microfluidic device (Appendix Fig S29). Taken together, our results show how the autoregulatory σ^V^ circuit can generate heterogeneous activation dynamics that can be tuned by stress level, genetic perturbations and the environmental history of the cell.

## Discussion

Here, we report a general mechanism for a bacterial population to tune its phenotypic variability based on stress levels, genetic architecture and environmental history. Using quantitative single‐cell microscopy and microfluidics, we found that the activation of the alternative sigma factor σ^V^ in response to lysozyme stress was heterogeneous. While some cells activated their σ^V^ pathway immediately, others could take up to six generations to activate their σ^V^ pathway. The observed phenotypic variability plays a functional role, as cells that respond to a sub‐lethal stress were more likely to survive a subsequent higher stress application (Fig 2). Through experiments and modelling, we found that this heterogeneity could be understood by the ‘mixed’ positive and negative feedback of σ^V^ activating both itself and its anti‐sigma factor RsiV. Alternative sigma factors are a common regulatory system in prokaryotes, often controlling stress response and virulence pathways. The ‘mixed’ feedback loop is also a common motif, suggesting that this motif can be a general mechanism for bacterial populations to tune their phenotypic variability.

Our modelling and experiments found that recent exposure to lysozyme stress modulates the heterogeneity observed on a second stress application, even though the system turns off after removal of the first lysozyme stress. The key to this behaviour appears to be the ‘mixed’ feedback loop, as it allows amplified levels of inactive σ^V^‐RsiV complexes in each cell after stress. These complexes can be cleaved by a subsequent addition of lysozyme, releasing σ^V^ to activate its operon. Similar transcriptional memories of previous stress have been observed in bacterial systems, although typically not to modulate phenotypic heterogeneity. For example, other pathways such as the heat stress response in *B. subtilis* (Runde *et al,* 2014) or the oxidative stress response in yeast (Kelley & Ideker, 2009) have been shown to have a transcriptional memory of past conditions. Often this transcriptional memory is facilitated through an autoregulatory positive feedback loop that can lock the cell into an ON state that is heritable through cell divisions (Novick & Weiner, 1957; Biggar & Crabtree, 2001; Xiong & Ferrell, 2003; Acar *et al,* 2005; Hashimoto *et al,* 2013; Lambert & Kussell, 2014). However, it is difficult for a single positive feedback loop to allow the system to be OFF but primed for future stress, as we find to be the case for the ‘mixed’ feedback loop in the σ^V^ pathway. Dilution during growth causes heterogeneous activation of *sigV* to eventually return when levels of σ^V^ ‐RsiV drop to pre‐stress levels, so the memory is qualitatively different from that generated by a positive feedback loop locking a system ON. However, we find that the *sigV* transcriptional memory remains for several generations. In the future, it will be important to investigate whether the ‘mixed’ feedback loop also tunes the levels of phenotypic diversity by environmental history in other systems. Interestingly, computational studies have proposed that a ‘mixed’ feedback loop structure in the MAR operon in *Escherichia coli* allows the tuning of the fraction of cells prepared to survive antibiotic exposure (Garcia‐Bernardo & Dunlop, 2013). Additionally, the mixed feedback loop mechanism could be compared to other mechanisms proposed to allow the modulation of phenotypic variability, such as multi‐site phosphorylation (Libby *et al,* 2019) or threshold‐based mechanisms in toxin–antitoxin modules (Rotem *et al,* 2010).

While simple, our model allows qualitative matches to data. In future, it will be important to increase the complexity of the model to make more precise predictions of the behaviour of the *sigV* system. One aspect of the system that can be modelled in more detail is how noise in gene expression is generated in the circuit. In our model, we do not model transcription and translation separately and assume uncorrelated noise for each reaction channel. A more detailed model could involve characterizing the noise in terms of bursts of transcription and translation (Friedman *et al,* 2006). In turn, this would require experiments to characterize the noise in transcription, such as single‐molecule FISH (Raj & Oudenaarden, 2008). Our assumption of uncorrelated noise is also a simplification as, for example, we have modelled the degradation events as uncorrelated, which may not hold as these are primarily caused by dilution. Additionally, the system requires ultrasensitivity (in the form of a Hill coefficient *n* > 1 in the operon production term) in order to amplify molecule fluctuations. While other sigma factor response systems have been shown to utilize ultrasensitivity (Narula *et al*, 2012; Narula *et al,* 2016), there is no known source of it in the σ^V^ circuit (neither the binding of σ^V^ to RsiV, nor its operon, is cooperative). Further research should examine possible sources of ultrasensitivity in the circuit, one possibility being sigma factor competition for RNA polymerase (Park *et al*, 2018).

Cells that activate *sigV* quickly after a priming stress have a higher chance of surviving a subsequent high stress (Fig 2B). This points to a potential benefit of early activation of *sigV*. Future work should examine the costs of early *sigV* activation to see if the heterogeneous activation dynamics we observe represent a bet‐hedging strategy (Veening *et al,* 2008a; Veening *et al,* 2008b), where early responding cells suffer a fitness penalty in return for protection against future stress. We do not observe a growth rate difference in cells that activate *sigV* earlier compared to later, suggesting that early responders are not suffering a growth rate penalty. However, it is possible that we are missing small growth rate effects, as the time resolution of our mother machine experiments only allows approximately 5 time points to be measured per cell cycle. Our experiments do indicate that high constitutive expression of *sigV* or *oatA* reduces the growth rate in bulk culture (Appendix Fig S30). It could also be that the fitness penalty is due to early *sigV* activation blocking cells from responding to stress with other alternative sigma factors, as it appears alternative sigma factors compete for RNA polymerase (Nyström, 2004; Park *et al,* 2018). Evolution experiments under changeable stressful environments could reveal whether the heterogeneity in activation and transcriptional memory that we observe evolve to optimally match the external environment.

We have found that a combination of noise in gene expression and a mixed feedback loop can generate tunable phenotypic diversity in an alternative sigma factor circuit. Our work will be of utility for synthetic biology, where alternative sigma factors are a promising system for engineering orthogonal gene circuits (Rhodius *et al,* 2013; Bervoets *et al,* 2018; Pinto *et al,* 2018). Going forward, it will be important to observe whether alternative sigma factors more generally are used as a mechanism for bacterial populations to tune phenotypic diversity. This is particularly the case given that alternative sigma factors often control pathways critical to pathogenicity and resistance to antibiotics. Noise in sigma factor activity has already been observed in multiple alternative sigma factor circuits in *B. subtilis* (Locke *et al,* 2011; Narula *et al,* 2016; Park *et al,* 2018), as well as for the general stress response sigma factor in *E. coli* (Patange *et al,* 2018). Additionally, an alternative sigma factor plays a role in generating phenotypic diversity in Mycobacteria (Sureka *et al,* 2008; Ghosh *et al,* 2011). Two other obvious candidates for further study are the pathogens *Enterococcus faecalis* and *Clostridioides difficile* (Ho & Ellermeier, 2019), which also have a σ^V^ pathway that is responsive to lysozyme.

## Materials and Methods

### Strains and media

All strains are derivatives of the PY79 background strain (Appendix Table S1). Deletions were generated by replacing genes of interest with an antibiotic resistance cassette by recombination of a linear DNA fragment homologous to the region of interest. All strains had a Δ*ytvA*::neo deletion insertion. YtvA is a blue light sensor, and it was deleted to avoid any activation of the general stress response pathway σ^B^ by the microscope illumination (Gaidenko *et al,* 2006; Locke *et al,* 2011). For strains used in mother machine experiments, cells were made immotile by inserting a Δ*haG*:erm deletion cassette in order to improve the loading into the microfluidic device. Additionally, all strains contained a house keeping σ^A^ promoter‐driven mCherry for segmentation and as a constitutive control (Locke *et al,* 2011).

Cells were routinely grown in Spizizen's Minimal Media (SMM) (Spizizen, 1958). It contained 50 µg/ml tryptophan as an amino acid source and 0.5% glucose as a carbon source. Cultures were started from frozen stock in SMM and grown overnight at 30°C to an OD between 0.3 and 0.8. The overnight cultures were resuspended to an OD of 0.01 and regrown to an OD of 0.1 at 37°C.

### Plasmids

*Escherichia coli* strain DH5α was used to clone all plasmids. The cloning was done with a combination of non‐ligase‐dependent cloning and standard molecular cloning techniques using Clontech In‐Fusion Advantage PCR Cloning kits. Plasmids were chromosomally integrated into the PY79 background via double crossover using standard techniques. The list below provides a description of the used plasmids, with details on selection marker and integration position/cassette given at the beginning. Note that all plasmids below replicate in *E. coli* but not in *B. subtilis*.

1. *ppsB*::P*_trpE_ ‐*mCherry Phleo^R^
  This plasmid was used to provide uniform expression of mCherry from a σ^A^‐dependent promoter, enabling automatic image segmentation (cell identification) in time‐lapse movie analysis. A minimal σ^A^ promoter from the *trpE* gene was cloned into a vector with ppsB homology regions (Locke *et al,* 2011). The original integration vector was a gift from A. Eldar (Eldar *et al,* 2009).
2. *sacA*::P*_sigV_ ‐*YFP Cm^R^
  The target promoter of *sigV* was cloned into the EcoRI/BamHI sites of AEC12 (Eldar *et al,* 2009) (gift from M. Elowitz, CalTech).
3. *amyE*::P*_sigV_ ‐*mTurq Spect^R^
  The target promoter of *sigV* and the mTurq gene from GL‐FP‐31 (gift from E. Gardner, Harvard) were cloned into the sites EcoRI/BAmHI and BamHI/HindIII of pdL30 (Locke *et al*, 2011).
4. *amyE*::P*_hyperspan_*_k_ ‐X Spect^R^
  Where X is *sigV*, *rsiV*, *yrhK*, *oatA*, *rasP*, *sipS*, *pbpX* or YFP. The coding region of the genes along with a 5′ transcriptional terminator was cloned downstream of the hyperspank IPTG‐inducible promoter in plasmid pDR‐111 (gift from D. Rudner, Harvard).
5. *amyE*::P*_spank_* ‐X Spect^R^
  Where X is *sigV*, *rsiV*, *yrhK*, *oatA*, *rasP*, *sipS*, *pbpX* or YFP. The coding region of the genes along with a 5′ transcriptional terminator was cloned downstream of the spank IPTG‐inducible promoter in plasmid pDR‐110 (gift from D. Rudner, Harvard).
6. *amyE*::P*_sigV_*‐X Spect^R^
  The coding region of (where X is *sigV, rsiV or sigVrsiV*) along with a 5′ transcriptional terminator was cloned downstream of the *sigV* promoter.

### Microscopy

A Nikon inverted Ti‐E microscope (Nikon, Amsterdam, Netherlands) with a Nikon Perfect Focus System (PFS) hardware auto‐focus was used. All images were acquired using either a Photometrics CoolSnap HQ2 CCD camera (Photometrics, Tucson, AZ, USA) or a Photometrics Prime sCMOS camera (Photometrics, Tucson, AZ, USA). The microscope stage was enclosed in an incubator (Solent Scientific, Segensworth, UK) which was set to 37°C for all experiments. Illumination was provided by a LED lamp (CoolLED, Andover, UK). Epifluorescence was provided by a Lumencore Solar II light engine (Lumencore, Beaverton, OR, USA). Chroma filters (Chroma, Bellows Falls, USA) #41027 for the RFP channel, #49003 for the YFP channel and #49001 for the CFP channel were used. All experiments were done with a phase 100x Plan Apo (NA 1.4) objective (Nikon, Amsterdam, Netherlands). Metamorph (Molecular Device, Sunnyvale, CA, USA) controlled the camera, the motorized stage (Nikon, Amsterdam, Netherlands) and the microscope.

#### Snapshots

Agarose pads were made by pipetting 1 ml of 1.5% (wt/vol) low melt agarose (Merck, Darmstadt, Germany) dissolved in PBS onto a 22 mm^2^ cover glass slide. Immediately after pipetting, another cover glass slide was placed on top of the agarose creating a “sandwich” with the agarose in the middle. Once the agarose had solidified, the top cover glass was removed and the agarose was cut into squares of approximately 5 mm × 5 mm with a scalpel.

Once the cultures had reached an OD of 0.1, they were split into aliquots of 1 ml to which different concentrations of lysozyme from hen eggs white (Sigma Aldrich, St. Louis, MO, USA) were added. The aliquots were then incubated at 37°C for 30 min. For experiments with IPTG‐inducible strains, 1 mM of IPTG was added to the aliquots for 60 min before addition of lysozyme, in order to allow for full induction of the promoter before stress. Different concentrations of lysozyme were then applied for 30 min before snapshot measurements. For snapshots, 2 µl of cell culture was pipetted onto the pads, which were left to dry and then laid face down onto a cover glass‐bottom dish (#HBSt‐5040, WillCO‐dish, Amsterdam, Netherlands). The glass dish was sealed with parafilm and put under the microscope to image. Single‐cell data were extracted using custom MATLAB (Mathworks, Natick, USA) scripts based on the Schnitzcells package (Young *et al,* 2011).

#### CellAsic experiments

Overnight cultures were grown and then resuspended to an OD of 0.01 as described above. Once the cultures had reached an OD of 0.1, they were resuspended to an OD of 0.001 for loading into CellAsic B04 microfluidic chips (Merck, Darmstadt, Germany). Cells were loaded into the microfluidic chips with a pressure of 4–6.5 psi for 2–4 s. The following lysozyme concentrations were investigated with the CellAsic setup: 0, 0.5, 1 and 4 µg/ml. Fresh media was perfused into the chip with a pressure of 1 psi. After 60 min of growth in standard SMM, the media was switched to media containing lysozyme. Cells were imaged at regular intervals (every 10 min), and the acquired movies were analysed with the standard Schnitzcells package for MATLAB (Young *et al,* 2011).

### Microfluidics

#### Wafer fabrication

We used two different microfluidic designs of the mother machine:

1. All the mother machine data in this paper were acquired with a microfluidic design based on the original mother machine (Wang *et al,* 2010) unless stated otherwise. As a substrate for the PDMS chip fabrication, we used an epoxy master which was a kind gift from the Jun laboratory at the University of California, San Diego, USA (Taheri‐Araghi *et al,* 2015).
2. For data shown in Appendix Fig S29, a different mother machine design was used. It was based on a mother machine design first described by Norman *et al* (2013). The main difference to the Jun laboratory design is that the channels in which cells grew were longer and that they have a shallow side channel for better perfusion of media to the cells. As a substrate for the PDMS chip fabrication, we used an epoxy master which was a kind gift from the Elowitz laboratory at the California Institute of Technology, Pasadena, USA (Park *et al,* 2018).

#### Soft lithography

Sylgard 184 polydimethylsiloxane (PDMS) from Dow Corning (Midland, MI, USA) was used to replica‐mould the microfluidic devices. A 10:1 (base:curing agent) PDMS mixture was cast onto the epoxy master and cured overnight at 65°C. In the next morning, the chips were cut out and the inlets were punched using a 0.75 mm biopsy puncher (#504529, WPI, Sarasota, FL, USA). To remove any uncured PDMS from the chips, these were chemically treated in a pentane (Sigma Aldrich, St. Louis, Mo, USA) bath for 90 min and then washed twice for 90 min in acetone (Sigma Aldrich, St. Louis, Mo, USA). The chips were then left to dry overnight in the fume hood and were ready to use the next day (Gruenberger *et al,* 2013).

#### Experimental preparation

The chips were plasma bonded to a glass‐bottom dish (HBSt‐5040, Willco Wells, Amsterdam Netherlands) by treating the chip and the glass dish surfaces with a plasma (Femto Plasma System, Diener, Ebhausen, Germany) for 12 s at a power of 30 W and a pressure of 0.35 mbar. The chips were then put into the oven for 10 min at 65°C, in order to strengthen the bonding. In the meantime, a bovine serum albumin (BSA) passivation buffer was prepared at a concentration of 20 mg/ml in SMM. The chips were then passivated with this buffer for 1 h at 37°C.

Cells were grown overnight as for the other movie experiments. 10 ml of the regrown cultures with an OD of 0.1 was spun down for 10 min at 3,000 *g* (4,000 rpm) and resuspended in 0.1 ml to a final OD of 10. This cell suspension was loaded into the growth channels by spinning the chip for 5 min at 3,000 rpm with a spin coater (Polos SPIN150i, SPS, Harlem, the Netherland).

#### Setup of microfluidic mother machine experiments

Perfusion was provided by a Fluigent pressure pump setup. Briefly, reservoirs were pressurized using a computer controllable pressure controller (MFCS‐EZ, 1 bar, Villejuif, Fluigent, France). A rotary selection valve (M‐Switch, Fluigent, Villejuif, France) allowed for switching between different reservoirs. The flow rate was set to 1 ml/h and by using a flow sensor (M‐Flow Sensor, Fluigent, Villejuif, France) which feeds back onto the pressure controller.

For the experiments on the memory in the σ^V^ response, syringe pumps (Legato 200, KD Scientific, Holliston, USA) were used. Switching was provided by an electronic switching valve (MXP9960, Rheodyne, Lake Forest, USA). The flow rate remained at 1 ml/h.

The analysis of all movies was done using a modified version of Schnitzcells (Young *et al,* 2011; Park *et al,* 2018) optimized for mother machine experiments.

#### Memory experiments

For all shown memory experiments, the JLB221 strain (ΔespH) was used instead of JLB130, unless stated otherwise. This was done in order to prevent clogging of the microfluidic chip during these long‐term experiments due to the production of extracellular matrix. The two strains had the same P*_sigV_*‐YFP dynamics in response to lysozyme (Appendix Figs S31 and S32).

Cells were inoculated in SMM and grown overnight to an OD of 0.3–0.8. In the morning, the cells were resuspended to an OD of 0.01 in SMM + 1 μg/ml lysozyme and grown to an OD of 0.1. Cells were then loaded as described in the “Experimental preparation” section.

In the mother machine, the cells were grown for 4 h with 1 μg/ml lysozyme before removing the stress. The stress was then reapplied after 6 or 12 h.

### Growth curve determination

Cultures were started from frozen stock in SMM and grown overnight at 30°C. The overnight cultures were resuspended to an OD of 0.02 and grown for 2 h at 37°C before adding 1 mM of IPTG. The cells were then grown for another hour before adjusting the OD to 0.1 and aliquoting the culture into 2 ml samples (with one 2 ml sample used for each time point), and then, the samples were returned to grow at 37°C. A sample was taken every hour, and the OD600 was determined.

### Data analysis

#### Cumulative activation time

The activation time in mother machine experiments was calculated as the time between switching from SMM to lysozyme and the time point when then P*_sigV_*‐YFP passed its half maximum (Appendix Fig S1). The cumulative fraction was then calculated as the cumulative fraction of cells with P*_sigV_*‐YFP values higher than the half maximum of their final values (representing cells that have activated) (Appendix Figs S1 and S8).

#### Removal of overshooting cells

For 4 μg/ml lysozyme, the P*_sigV_*‐YFP activity overshot its steady‐state activity. Overshooting cells were sick and also wider. Thus, overshooting cells could be removed based on their width. First, the single‐cell width traces were smoothed with a Gaussian filter, and their maximum value was determined. All single‐cell traces with a maximum width larger than the mean width + 6 sigma of cells before the stress were removed (Appendix Figs S9 and S10).

#### Growth rate

The instantaneous growth rate as shown in Appendix Fig S11 was calculated as in (Martins *et al,* 2018):

(1) $$Gr=\frac{\log\left({\mathrm{len}}_{i+1}\right)‐\log\left({\mathrm{len}}_{i}\right)}{\Delta t}$$

where len*_i_* is the length of the cell at frame *i*, and Δ*t* is the time between subsequent frames taken from the image metadata. Growth rates were only calculated within one cell cycle and not over a division.

#### Calculation of surviving cells in priming experiment

The lysis curve (Fig 2B) was calculated as the fraction of surviving cells 280 min after the addition of 20 µg/ml lysozyme. We only examined the survival rate of the top three cells in each channel at the time of the addition of 20 µg/ml lysozyme to avoid problems with cells being washed out of the chip during the 280 min after the stress. Only one surviving lineage (the longest) was counted from each of these top three cells, to avoid cell division artificially increasing the number of survivors. The survival rate at the end of the movie using this method was 12.5 ± 2.7% (Fig 2B). To verify this method, we also used an alternative approach. In this second method, the end of each channel was approximated using the average cell position before a cell left the channel in the ˜ 100 frames before the stress was added. Cells that at their last recorded position after the addition of 20 µg/ml lysozyme stress were within six standard deviations of the end of the channel were removed from the analysis as they were assumed to have left the channel rather than died. This second approach gave qualitatively similar results, with a survival rate of 13.6 ± 3.1%.

#### Statistical analysis of the effects of higher P*_sigV_*‐YFP levels before lysozyme stress application on response time

As the distributions in Appendix Fig S14 were not normal, we use the non‐parametric Kolmogorov–Smirnov test (ks test) to verify the null hypothesis that cells with higher P*_sigV_*‐YFP values before lysozyme stress application would have the same activation time distribution as cells with lower P*_sigV_*‐YFP expression. Cells with high P*_sigV_*‐YFP were defined as cells with a YFP fluorescence higher than the mean YFP fluorescence before the addition of lysozyme plus one standard deviation. All other cells were defined as low P*_sigV_*‐YFP. A *P*‐value below 0.05 was used to reject the null hypothesis. The ks test was performed using the built in MATLAB function *kstest2*.

We found that for 0.5, 1 and 2 μg/ml lysozyme the null hypothesis was rejected. Thus, cells with higher P*_sigV_*‐YFP values before lysozyme stress application had a shorter activation time. For 4 μg/ml lysozyme, the null hypothesis was accepted. Therefore, cells with higher P*_sigV_*‐YFP values before lysozyme stress application had the same activation time as cells with lower P*_sigV_*‐YFP values.

#### Calculation of fraction of activated cells from snapshots

Cells which, after the application of lysozyme stress, had a higher mean P*_sigV_*‐YFP expression than the mean P*_sigV_*‐YFP expression plus six standard deviations before stress were defined as having activated. The fraction of activated cells was then calculated as the number of cells which had activated normalized by the total number of cells (Figs 3 and 5).

### RNA‐seq experiment

#### Lysozyme treatment before RNA extraction

Overnight cultures were prepared as for snapshot or movie experiments. Briefly, cultures were started from frozen stock in SMM and grown overnight at 30°C to an OD between 0.3 and 0.8. The overnight cultures were resuspended to an OD of 0.01 and regrown to an OD of 0.1 at 37°C. Once the cultures had reached an OD of 0.1, they were split into aliquots of 10 ml to which either 0 or 1 µg/ml lysozyme from hen eggs white (Sigma Aldrich, St. Louis, MO, USA) were added. The aliquots were then incubated at 37°C for 30 min.

#### RNA extraction and library preparation

10 ml of *B. subtilis* at OD 0.1–0.2 was centrifuged in 15‐ml falcon tubes for 10 min at 3,000 *g* (4,000 rpm). Cell pellets were resuspended in 1 ml of Qiagen RNAprotect Bacteria Reagent and flash frozen in liquid nitrogen.

Defrosted cells were pelleted by a quick centrifugation. After removing the supernatant, cells were resuspended in 1 ml buffer RLT from Qiagen RNeasy kit. Resuspended cells were transferred in a Fastprep Lysing Matrix B tube (MP Bio) and processed in Fastprep apparatus 45 s at speed 6.5 M/s. 700 µl of the supernatant, containing lysed cells, was transferred to a new microcentrifuge tube, to which 500 µl of absolute ethanol was added. After vortexing, the lysate was transferred to a RNeasy spin column and centrifuged 15 s at > 9,400 *g* (10,000 rpm). RNA purification was then carried out following the instructions of the Qiagen RNeasy kit. RNA quality and integrity were assessed on the Agilent 2200 TapeStation, and RNA concentration was assessed using Qubit RNA HS assay kit. Library preparation was performed using ScriptSeq™ Complete Kit (Illumina, BB1224), for 2 µg of high integrity total RNA (RIN > 8). The libraries were sequenced on a NextSeq500 using paired‐end sequencing of 75 bp in length.

#### RNA‐seq analysis

The raw reads were analysed using a combination of publicly available software and in‐house scripts. We first assessed the quality of reads using FastQC (www.bioinformatics.babraham.ac.uk/projects/fastqc/). Reads were aligned to the *B. subtilis* PY79 transcriptome (NCIB no.CP006881) using Salmon (Patro *et al,* 2017). Read counts for each gene were imported using the tximport R package (Soneson *et al*, 2015). Genes differentially expressed (*P*‐value < 5%) between the WT and *ΔsigV* mutant, or in response to lysozyme treatment were identified using the DESeq2 R package (Love *et al*, 2014). The RNA‐seq data of our study can be found here (Gene Expression Omnibus: GSE171761, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE171761).

### Mathematical model

We constructed a mathematical model of the σ^V^ circuit that was based on the core components that we found experimentally to modulate the heterogeneity in σ^V^ activation (Fig 3). The model consists of σ^V^, RsiV and the σ^V^‐RsiV complex. Free σ^V^ that is not bound in a complex activates the production of both σ^V^ and RsiV. Lysozyme stress was modelled as activating the cleavage of the σ^V^‐RsiV complex, releasing σ^V^ while degrading RsiV. We note that although heterogeneous activation can be simulated through just a positive feedback loop, (Tiwari *et al,* 2011; Frigola *et al,* 2012) (Appendix Fig S20), our model is the simplest model that could be compared to the mutations including both *sigV* and *rsiV* (Fig 5).

#### Model reactions

We used the following set of biochemical reactions to model the dynamics of σ^V^, RsiV and σ^V^‐RsiV.

Production:

∅ → σ^V^ + RsiV

The production rate of σ^V^ and RsiV was assumed to follow a Hill function, where the production rate of both σ^V^ and RsiV were identical and activated by σ^V^. The production rate is as follows: *v*_0_ + v*(σ^V^)*ⁿ*/((σ^V^)*ⁿ* + *Kⁿ*), where *v*_0_ (= 0.1 molecules/min, is the operon leakage), *v* (= 2.5 molecules/min, is the maximal operon activity), *K* (= 60 molecules, is the apparent dissociation constant) and *n* (= 2, is the Hill coefficient) are parameters.

Dilution/Degradation:

σ^V^ → ∅.
RsiV → ∅
σ^V^‐RsiV → ∅

We assumed a constant and identical dilution rate for all three components of the system. The dilution rate is set by the parameter *k_deg_* (= 0.01 min^−1^).

Binding/Dissociation:

σ^V^ + RsiV → σ^V^‐RsiV
σ^V^‐RsiV → σ^V^ + RsiV

We assumed that σ^V^ and RsiV would bind to each other to form a complex and that this complex could dissociate. We also assumed the binding rate to be higher than the dissociation rate. The binding rate is set by the parameter *k_B_* (= 10 molecules^−1^ min^−1^) and the dissociation rate by the parameter *k_D_* (=*5* min^−1^).

Cleavage:

σ^V^‐RsiV → σ^V^

We assumed that the σ^V^/RsiV complex would be cleaved by lysozyme, with σ^V^ getting released and RsiV degraded. The cleavage rate is set by the product of the two parameters *L* (which attains variable values, is the amount of lysozyme stress experienced by the system) and *k_C_* (= 0.05 min^−1^, is the base cleavage rate of the complex). Splitting the rate into two parameters allows setting more natural lysozyme input values (such as 1 and 2).

#### Model implementation

The model was implemented in the Julia programming language using the Catalyst.jl modelling package. Simulations were made using the DifferentialEquations.jl package (Rackauckas & Nie, 2017b). To account for the stochastic nature of the system, we use a Gillespie‐type model (Gillespie, 1977). Here, we tracked the copy numbers of the three components of the system (σV, RsiV and σV‐RsiV), and their change due to the individual reaction events. We used Gillespie's direct stochastic simulation algorithm to determine the time to, and which, the next reaction event in the simulation should be. We used DifferentialEquations.jl's SSAStepper method to simulate the model. For more details, please see the implementations in the files provided. The model parameters were hand‐picked by carrying out a coarse‐grained search of feasible values. The degradation rate was set to be similar to what would be produced by the bacteria division rate in the experiments. This yields plausible copy numbers for the number of sigma factor molecules (Jishage & Ishihama, 1995; Jishage *et al,* 1996). See Appendix Table S2 for parameter values. The heterogeneous activation behaviour is robust with respect to perturbations to the selected parameters (Appendix Fig S21). Finally, we also note that a continuous SDE model, based on the chemical Langevin equations, could reproduce the features of the system, (Appendix Fig S33), suggesting that that behaviour does not depend on choice of model approach (Gillespie, 2000; Rackauckas & Nie, 2017a).

## Author contributions

CPS, TEL and JCWL conceived and designed the study. CPS, TEL, BMCM and JCWL analysed and interpreted the data and wrote the article. CPS, VK and TL performed the experiments. SC did the RNA‐seq experiments. CV and TS constructed strains. TEL and BMCM developed the mathematical model.

## Conflict of interest

The authors declare that they have no conflict of interest.

## Supporting information

Appendix

Expanded View Figures PDF

Movie EV1

Movie EV2

Movie EV3

Review Process File

## Data Availability

The RNA‐seq data produced in this study can be found here: Gene Expression Omnibus GSE171761: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE171761. Model simulation, data analysis and figure plotting code, as well as source data for main and extended view figures can be found here: https://gitlab.com/slcu/teamJL/schwall_etal_msb_2021.

## References

[msb20209832-bib-0001] Acar M , Becskei A , van Oudenaarden A (2005) Enhancement of cellular memory by reducing stochastic transitions. Nature 435: 228–232 1588909710.1038/nature03524

[msb20209832-bib-0002] Bernard E , Rolain T , Courtin P , Guillot A , Langella P , Hols P , Chapot‐Chartier M‐P (2011) Characterization of O‐acetylation of N‐acetylglucosamine: a novel structural variation of bacterial peptidoglycan. J Biol Chem 286: 23950–23958 2158657410.1074/jbc.M111.241414PMC3129176

[msb20209832-bib-0003] Bervoets I , Van Brempt M , Van Nerom K , Van Hove B , Maertens J , De Mey M , Charlier D (2018) A sigma factor toolbox for orthogonal gene expression in *Escherichia coli* . Nucleic Acids Res 46: 2133–2144 2936113010.1093/nar/gky010PMC5829568

[msb20209832-bib-0004] Biggar SR , Crabtree GR (2001) Cell signaling can direct either binary or graded transcriptional responses. EMBO J 20: 3167–3176 1140659310.1093/emboj/20.12.3167PMC150188

[msb20209832-bib-0005] Cabeen MT , Russell JR , Paulsson J , Losick R (2017) Use of a microfluidic platform to uncover basic features of energy and environmental stress responses in individual cells of *Bacillus subtilis* . PLoS Genet 13: e1006901 2872775910.1371/journal.pgen.1006901PMC5542698

[msb20209832-bib-0006] Castro AN , Lewerke LT , Hastie JL , Ellermeier CD (2018) Signal peptidase is necessary and sufficient for site 1 cleavage of RsiV in *Bacillus subtilis* in response to lysozyme. J Bacteriol 200: e00663‐17 2935849810.1128/JB.00663-17PMC5952393

[msb20209832-bib-0007] Eldar A , Chary VK , Xenopoulos P , Fontes ME , Losón OC , Dworkin J , Piggot PJ , Elowitz MB (2009) Partial penetrance facilitates developmental evolution in bacteria. Nature 460: 510–514 1957835910.1038/nature08150PMC2716064

[msb20209832-bib-0008] Elowitz MB , Levine AJ , Siggia ED , Swain PS (2002) Stochastic gene expression in a single cell. Science 297: 1183–1186 1218363110.1126/science.1070919

[msb20209832-bib-0009] Friedman N , Cai L , Xie XS (2006) Linking stochastic dynamics to population distribution: an analytical framework of gene expression. Phys Rev Lett 97: 168302 1715544110.1103/PhysRevLett.97.168302

[msb20209832-bib-0010] Frigola D , Casanellas L , Sancho JM , Ibañes M (2012) Asymmetric stochastic switching driven by intrinsic molecular noise. PLoS One 7: e31407 2236363810.1371/journal.pone.0031407PMC3283640

[msb20209832-bib-0011] Gaidenko TA , Kim T‐J , Weigel AL , Brody MS , Price CW (2006) The blue‐light receptor YtvA acts in the environmental stress signaling pathway of *Bacillus subtilis* . J Bacteriol 188: 6387–6395 1692390610.1128/JB.00691-06PMC1595380

[msb20209832-bib-0012] Garcia‐Bernardo J , Dunlop MJ (2013) Tunable stochastic pulsing in the *Escherichia coli* multiple antibiotic resistance network from interlinked positive and negative feedback loops. PLoS Comput Biol 9: e1003229 2408611910.1371/journal.pcbi.1003229PMC3784492

[msb20209832-bib-0013] Ghosh S , Sureka K , Ghosh B , Bose I , Basu J , Kundu M (2011) Phenotypic heterogeneity in mycobacterial stringent response. BMC Syst Biol 5: 18 2127229510.1186/1752-0509-5-18PMC3045321

[msb20209832-bib-0014] Gillespie DT (1977) Exact stochastic simulation of coupled chemical reactions. J Phys Chem 81: 2340–2361

[msb20209832-bib-0015] Gillespie DT (2000) The chemical Langevin equation. J Chem Phys 113: 297

[msb20209832-bib-0016] Gruenberger A , Probst C , Heyer A , Wiechert W , Frunzke J , Kohlheyer D (2013) Microfluidic picoliter bioreactor for microbial single‐cell analysis: fabrication, system setup, and operation. J Vis Exp 50560 2433616510.3791/50560PMC4044959

[msb20209832-bib-0017] Guariglia‐Oropeza V , Helmann JD (2011) *Bacillus subtilis* σV confers lysozyme resistance by activation of two cell wall modification pathways, peptidoglycan O‐acetylation and D‐alanylation of teichoic acids. J Bacteriol 193: 6223–6232 2192623110.1128/JB.06023-11PMC3209214

[msb20209832-bib-0018] Hashimoto M , Seki T , Matsuoka S , Hara H , Asai K , Sadaie Y , Matsumoto K (2013) Induction of extracytoplasmic function sigma factors in *Bacillus subtilis* cells with defects in lipoteichoic acid synthesis. Microbiology (Reading, Engl) 159: 23–35 10.1099/mic.0.063420-023103977

[msb20209832-bib-0019] Hastie JL , Williams KB , Ellermeier CD (2013) The activity of σV, an extracytoplasmic function σ factor of *Bacillus subtilis*, is controlled by regulated proteolysis of the anti‐σ factor RsiV. J Bacteriol 195: 3135–3144 2368727310.1128/JB.00292-13PMC3697642

[msb20209832-bib-0020] Hastie JL , Williams KB , Sepúlveda C , Houtman JC , Forest KT , Ellermeier CD (2014) Evidence of a bacterial receptor for lysozyme: binding of lysozyme to the anti‐σ factor RsiV controls activation of the ecf σ factor σV. PLoS Genet 10: e1004643 2527562510.1371/journal.pgen.1004643PMC4183432

[msb20209832-bib-0021] Hastie JL , Ellermeier CD (2016) Proteolytic activation of extra cytoplasmic function (ECF) σ factors, In Stress and Environmental Regulation of Gene Expression and Adaptation in bacteria de, Bruijn FJ (ed.), pp 344–351. Hoboken, NJ: John Wiley, Sons Inc.

[msb20209832-bib-0022] Hastie JL , Williams KB , Bohr LL , Houtman JC , Gakhar L , Ellermeier CD (2016) The Anti‐sigma factor RsiV Is a bacterial receptor for lysozyme: co‐crystal structure determination and demonstration that binding of lysozyme to RsiV is required for σV activation. PLoS Genet 12: e1006287 2760257310.1371/journal.pgen.1006287PMC5014341

[msb20209832-bib-0023] Hilker M , Schwachtje J , Baier M , Balazadeh S , Bäurle I , Geiselhardt S , Hincha DK , Kunze R , Mueller‐Roeber B , Rillig MC *et al* (2016) Priming and memory of stress responses in organisms lacking a nervous system. Biol Rev Camb Philos Soc 91: 1118–1133 2628999210.1111/brv.12215

[msb20209832-bib-0024] Ho TD , Hastie JL , Intile PJ , Ellermeier CD (2011) The *Bacillus subtilis* extracytoplasmic function σ factor σV is induced by lysozyme and provides resistance to lysozyme. J Bacteriol 193: 6215–6222 2185685510.1128/JB.05467-11PMC3209206

[msb20209832-bib-0025] Ho TD , Ellermeier CD (2012) Extra cytoplasmic function σ factor activation. Curr Opin Microbiol 15: 182–188 2238167810.1016/j.mib.2012.01.001PMC3320685

[msb20209832-bib-0026] Ho TD , Ellermeier CD (2019) Activation of the extracytoplasmic function σ factor σV by lysozyme. Mol Microbiol 112: 410–419 3128658510.1111/mmi.14348PMC6703919

[msb20209832-bib-0027] Jishage M , Ishihama A (1995) Regulation of RNA polymerase sigma subunit synthesis in *Escherichia coli:* intracellular levels of sigma 70 and sigma 38. J Bacteriol 177: 6832–6835 759247510.1128/jb.177.23.6832-6835.1995PMC177550

[msb20209832-bib-0028] Jishage M , Iwata A , Ueda S , Ishihama A (1996) Regulation of RNA polymerase sigma subunit synthesis in *Escherichia coli:* intracellular levels of four species of sigma subunit under various growth conditions. J Bacteriol 178: 5447–5451 880893410.1128/jb.178.18.5447-5451.1996PMC178365

[msb20209832-bib-0029] de Jong IG , Veening J‐W , Kuipers OP (2012) Single cell analysis of gene expression patterns during carbon starvation in *Bacillus subtilis* reveals large phenotypic variation. Environ Microbiol 14: 3110–3121 2303392110.1111/j.1462-2920.2012.02892.x

[msb20209832-bib-0030] Kelley R , Ideker T (2009) Genome‐wide fitness and expression profiling implicate Mga2 in adaptation to hydrogen peroxide. PLoS Genet 5: e1000488 1950359310.1371/journal.pgen.1000488PMC2676504

[msb20209832-bib-0031] Lal M , Caplan M (2011) Regulated intramembrane proteolysis: signaling pathways and biological functions. Physiology (Bethesda) 26: 34–44 2135790110.1152/physiol.00028.2010

[msb20209832-bib-0032] Lambert G , Kussell E (2014) Memory and fitness optimization of bacteria under fluctuating environments. PLoS Genet 10: e1004556 2525531410.1371/journal.pgen.1004556PMC4177670

[msb20209832-bib-0033] Lewerke LT , Kies PJ , Müh U , Ellermeier CD (2018) Bacterial sensing: a putative amphipathic helix in RsiV is the switch for activating σV in response to lysozyme. PLoS Genet 14: e1007527 3002092510.1371/journal.pgen.1007527PMC6066255

[msb20209832-bib-0034] Libby EA , Reuveni S , Dworkin J (2019) Multisite phosphorylation drives phenotypic variation in (p)ppGpp synthetase‐dependent antibiotic tolerance. Nat Commun 10: 5133 3172313510.1038/s41467-019-13127-zPMC6853874

[msb20209832-bib-0035] Locke JCW , Young JW , Fontes M , Hernández Jiménez MJ , Elowitz MB (2011) Stochastic pulse regulation in bacterial stress response. Science 334: 366–369 2197993610.1126/science.1208144PMC4100694

[msb20209832-bib-0036] Love MI , Huber W , Anders S (2014) Moderated estimation of fold change and dispersion for RNA‐seq data with DESeq2. Genome Biol 15: 550 2551628110.1186/s13059-014-0550-8PMC4302049

[msb20209832-bib-0037] Martins BMC , Locke JCW (2015) Microbial individuality: how single‐cell heterogeneity enables population level strategies. Curr Opin Microbiol 24: 104–112 2566292110.1016/j.mib.2015.01.003

[msb20209832-bib-0038] Martins BMC , Tooke AK , Thomas P , Locke JCW (2018) Cell size control driven by the circadian clock and environment in cyanobacteria. Proc Natl Acad Sci USA 115: E11415–E11424 3040980110.1073/pnas.1811309115PMC6275512

[msb20209832-bib-0039] Megerle JA , Fritz G , Gerland U , Jung K , Rädler JO (2008) Timing and dynamics of single cell gene expression in the arabinose utilization system. Biophys J 95: 2103–2115 1846908710.1529/biophysj.107.127191PMC2483754

[msb20209832-bib-0040] Mitosch K , Rieckh G , Bollenbach T (2017) Noisy response to antibiotic stress predicts subsequent single‐cell survival in an acidic environment. Cell Syst. 4: 393–403.e52834271810.1016/j.cels.2017.03.001

[msb20209832-bib-0041] Mitosch K , Rieckh G , Bollenbach T (2019) Temporal order and precision of complex stress responses in individual bacteria. Mol Syst Biol 15: e8470 3076542510.15252/msb.20188470PMC6375286

[msb20209832-bib-0042] Munsky B , Neuert G , van Oudenaarden A (2012) Using gene expression noise to understand gene regulation. Science 336: 183–187 2249993910.1126/science.1216379PMC3358231

[msb20209832-bib-0043] Narula J , Tiwari A , Igoshin OA (2016) Role of autoregulation and relative synthesis of operon partners in alternative sigma factor networks. PLoS Comput Biol 12: e1005267 2797767710.1371/journal.pcbi.1005267PMC5207722

[msb20209832-bib-0044] Norman TM , Lord ND , Paulsson J , Losick R (2013) Memory and modularity in cell‐fate decision making. Nature 503: 481–486 2425673510.1038/nature12804PMC4019345

[msb20209832-bib-0045] Novick A , Weiner M (1957) Enzyme induction as an all‐or‐none phenomenon. Proc Natl Acad Sci USA 43: 553–566 1659005510.1073/pnas.43.7.553PMC528498

[msb20209832-bib-0046] Nyström T (2004) Growth versus maintenance: a trade‐off dictated by RNA polymerase availability and sigma factor competition? Mol Microbiol 54: 855–862 1552207210.1111/j.1365-2958.2004.04342.x

[msb20209832-bib-0047] Park J , Dies M , Lin Y , Hormoz S , Smith‐Unna SE , Quinodoz S , Hernández‐Jiménez MJ , Garcia‐Ojalvo J , Locke JCW , Elowitz MB (2018) Molecular time sharing through dynamic pulsing in single cells. Cell Syst 6: 216–229.e152945493610.1016/j.cels.2018.01.011PMC6070344

[msb20209832-bib-0048] Patange O , Schwall C , Jones M , Villava C , Griffith DA , Phillips A , Locke JCW (2018) *Escherichia coli* can survive stress by noisy growth modulation. Nat Commun 9: 5333 3055944510.1038/s41467-018-07702-zPMC6297224

[msb20209832-bib-0049] Patro R , Duggal G , Love MI , Irizarry RA , Kingsford C (2017) Salmon provides fast and bias‐aware quantification of transcript expression. Nat Methods 14: 417–419 2826395910.1038/nmeth.4197PMC5600148

[msb20209832-bib-0050] Pinto D , Vecchione S , Wu H , Mauri M , Mascher T , Fritz G (2018) Engineering orthogonal synthetic timer circuits based on extracytoplasmic function σ factors. Nucleic Acids Res 46: 7450–7464 2998606110.1093/nar/gky614PMC6101570

[msb20209832-bib-0051] Rackauckas C , Nie Q (2017a) Adaptive methods for stochastic differential equations via natural embeddings and rejection sampling with memory. Discrete Continuous Dyn Syst Ser B 22: 2731–2761 10.3934/dcdsb.2017133PMC584458329527134

[msb20209832-bib-0052] Rackauckas C , Nie Q (2017b) DifferentialEquations.jl – a performant and feature‐rich ecosystem for solving differential equations in Julia. J Open Res Softw 5: 15

[msb20209832-bib-0053] Raj A , van Oudenaarden A (2008) Nature, nurture, or chance: stochastic gene expression and its consequences. Cell 135: 216–226 1895719810.1016/j.cell.2008.09.050PMC3118044

[msb20209832-bib-0054] Rhodius VA , Segall‐Shapiro TH , Sharon BD , Ghodasara A , Orlova E , Tabakh H , Burkhardt DH , Clancy K , Peterson TC , Gross CA *et al* (2013) Design of orthogonal genetic switches based on a crosstalk map of σs, anti‐σs, and promoters. Mol Syst Biol 9: 702 2416940510.1038/msb.2013.58PMC3817407

[msb20209832-bib-0055] Rotem E , Loinger A , Ronin I , Levin‐Reisman I , Gabay C , Shoresh N , Biham O , Balaban NQ (2010) Regulation of phenotypic variability by a threshold‐based mechanism underlies bacterial persistence. Proc Natl Acad Sci USA 107: 12541–12546 2061606010.1073/pnas.1004333107PMC2906590

[msb20209832-bib-0056] Runde S , Molière N , Heinz A , Maisonneuve E , Janczikowski A , Elsholz AKW , Gerth U , Hecker M , Turgay K (2014) The role of thiol oxidative stress response in heat‐induced protein aggregate formation during thermotolerance in *Bacillus subtilis* . Mol Microbiol 91: 1036–1052 2441748110.1111/mmi.12521

[msb20209832-bib-0057] Soneson C , Love MI , Robinson MD (2015) Differential analyses for RNA‐seq: transcript‐level estimates improve gene‐level inferences. F1000Research 4: 152 2692522710.12688/f1000research.7563.1PMC4712774

[msb20209832-bib-0058] Spizizen J (1958) Transformation of biochemically deficient strains of *Bacillus subtilis* by deoxyribonucleate. Proc Natl Acad Sci USA 44: 1072–1078 1659031010.1073/pnas.44.10.1072PMC528696

[msb20209832-bib-0059] Sureka K , Ghosh B , Dasgupta A , Basu J , Kundu M , Bose I (2008) Positive feedback and noise activate the stringent response regulator rel in mycobacteria. PLoS One 3: e1771 1833504610.1371/journal.pone.0001771PMC2258413

[msb20209832-bib-0060] Taheri‐Araghi S , Bradde S , Sauls JT , Hill NS , Levin PA , Paulsson J , Vergassola M , Jun S (2015) Cell‐size control and homeostasis in bacteria. Curr Biol 25: 385–391 2554460910.1016/j.cub.2014.12.009PMC4323405

[msb20209832-bib-0061] Tiwari A , Ray JCJ , Narula J , Igoshin OA (2011) Bistable responses in bacterial genetic networks: designs and dynamical consequences. Math Biosci 231: 76–89 2138558810.1016/j.mbs.2011.03.004PMC3095517

[msb20209832-bib-0062] Tjalsma H , Bolhuis A , van Roosmalen ML , Wiegert T , Schumann W , Broekhuizen CP , Quax WJ , Venema G , Bron S , van Dijl JM (1998) Functional analysis of the secretory precursor processing machinery of *Bacillus subtilis:* identification of a eubacterial homolog of archaeal and eukaryotic signal peptidases. Genes Dev 12: 2318–2331 969479710.1101/gad.12.15.2318PMC317044

[msb20209832-bib-0063] Veening J‐W , Smits WK , Kuipers OP (2008a) Bistability, epigenetics, and bet‐hedging in bacteria. Annu Rev Microbiol 62: 193–210 1853747410.1146/annurev.micro.62.081307.163002

[msb20209832-bib-0064] Veening J‐W , Stewart EJ , Berngruber TW , Taddei F , Kuipers OP , Hamoen LW (2008b) Bet‐hedging and epigenetic inheritance in bacterial cell development. Proc Natl Acad Sci USA 105: 4393–4398 1832602610.1073/pnas.0700463105PMC2393751

[msb20209832-bib-0065] Wang P , Robert L , Pelletier J , Dang WL , Taddei F , Wright A , Jun S (2010) Robust growth of *Escherichia coli* . Curr Biol 20: 1099–1103 2053753710.1016/j.cub.2010.04.045PMC2902570

[msb20209832-bib-0066] Xiong W , Ferrell JE (2003) A positive‐feedback‐based bistable “memory module” that governs a cell fate decision. Nature 426: 460–465 1464738610.1038/nature02089

[msb20209832-bib-0067] Young JW , Locke JCW , Altinok A , Rosenfeld N , Bacarian T , Swain PS , Mjolsness E , Elowitz MB (2011) Measuring single‐cell gene expression dynamics in bacteria using fluorescence time‐lapse microscopy. Nat Protoc 7: 80–88 2217959410.1038/nprot.2011.432PMC4161363

[msb20209832-bib-0068] Young JW , Locke JCW , Elowitz MB (2013) Rate of environmental change determines stress response specificity. Proc Natl Acad Sci USA 110: 4140–4145 2340716410.1073/pnas.1213060110PMC3593889

# Supplementary material for: Tunable phenotypic variability through an autoregulatory alternative sigma factor circuit
**Source:** Mol Syst Biol. 2021 Jul 19;17(7):e9832. doi: 10.15252/msb.20209832
**Supplement:** Supplementary file 3 — Movie EV1

Movie EV1. óV is activated heterogeneously in response to lysozyme stress. 
JLB130 is grown in the mother machine microfluidic device. The constitutively expressed RFP (magenta) and PsigV-YFP (green) ranges were chosen for display. The imaging interval is 10 minutes.

# Supplementary material for: Tunable phenotypic variability through an autoregulatory alternative sigma factor circuit
**Source:** Mol Syst Biol. 2021 Jul 19;17(7):e9832. doi: 10.15252/msb.20209832
**Supplement:** Supplementary file 4 — Movie EV2

Movie EV2. After a 6 h break in stress, óV activation is homogenous. 
JLB221 is grown in the mother machine microfluidic device. The cells experience lysozyme stress from the beginning of the movie. At time point 0 min stress is removed and then readded 6 h later.  The constitutively expressed RFP (magenta) and PsigV-YFP (green) ranges were chosen for display. The imaging interval is 10 minutes.

# Supplementary material for: Tunable phenotypic variability through an autoregulatory alternative sigma factor circuit
**Source:** Mol Syst Biol. 2021 Jul 19;17(7):e9832. doi: 10.15252/msb.20209832
**Supplement:** Supplementary file 5 — Movie EV3

Movie EV3. After a 12 h break in stress, óV is activated heterogeneously. 
JLB221 is grown in the mother machine microfluidic device. The cells experience lysozyme stress from the beginning of the movie. At time point 0 min stress is removed and then readded 12 h later. The constitutively expressed RFP (magenta) and PsigV-YFP (green) ranges were chosen for display. The imaging interval is 10 minutes.

How the deposited data were processed for this re-analysis (not part of the article)

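RNA-seq libraries of *B. subtilis* strains JLB130 (WT) and JLB154 (Δ*sigV*), each without stress and after 30 min in 1 µg/ml lysozyme, were compared, with 2 biological replicates in each of 4 groups. All 8 libraries were matched to their group and replicate by their labels, and 0 columns of the count table were left without a sample.

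The authors aligned the reads to the PY79 transcriptome with Salmon and imported the estimated counts per gene with tximport. The submitters' processing notes name FastQC and Salmon, and the versions are not given in the sources used here. The deposited values are estimated counts, not divided by library size or gene length, and 1.12% of them are not whole. The authors tested for differences with DESeq2 at a P-value of 5%, with no adjustment named in the text. How reads from near-identical genes were shared between them follows from Salmon's estimates, so members of gene families are less certain than single genes.

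From these counts everything else was computed here. The counts were rounded to whole numbers. Genes with enough counts by edgeR's filter at its default minimum of 10 were kept, 3621 of 4140. Library sizes were scaled by TMM, and edgeR 4.0.16 in R 4.3.3 fitted a quasi-likelihood model with the 4 groups as its terms, which leaves 4 residual degrees of freedom before information is shared between genes. Comparisons were lysozyme against no stress in each strain, the difference between the strains in that response, and Δ*sigV* against WT without and with lysozyme. The p-values were adjusted by the Benjamini-Hochberg method over the tested genes, and an adjusted p under 0.05 was called. Standard errors come from the fitted model, with 95% intervals on a median of 7.91 degrees of freedom. CPM values use the TMM-scaled library sizes. DESeq2 1.42.0 was run beside edgeR.

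Depth was between 5781108 counts (Δ*sigV* with lysozyme) and 7409763 counts (Δ*sigV* without stress) per library, and the paper's text names no other depth. A count of 0 allows up to 3 counts, or 0.392 to 0.537 CPM in these libraries. This limit covers counting error only. The 2 libraries of each group were checked for being copies of 1 library, which would leave counting noise alone between them. They differed by more than that (chi-square per gene from 20.4 to 48.0). In data simulated from the real means, depths and spread with 200 changed genes, edgeR called 52% of genes changed 2 fold and 95% of genes changed 5 fold in the WT, with 7 false calls. DESeq2 called 50% and 92%, with 12 false calls. With that many changed genes the adjusted threshold is easier to pass than with few. Replicate effects shared between libraries were not simulated, so these shares can be too high for the real data. In the simulated Δ*sigV* comparison, where no gene was changed, edgeR made 0 calls and DESeq2 made 3.

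The comparisons, their tests, the alternatives and the rule for naming genes were fixed before the data were examined. The rule took each gene the paper names for the σ V circuit, and in each comparison the called genes with the largest changes, a mean of at least 50 counts and, for lysozyme in each strain and the strains without stress, the same direction in both same-numbered pairs. Genes with no name are given by locus tag, for at most 2 that rose and 2 that fell. The locus tags are not paired with gene names in the table, the paper or its supplements, and 0 of 4140 were found in a RefSeq gene table of 4298 rows for another PY79 assembly. Names were not guessed from tags or values. The genes the paper names, the targeted gene *sigV* included, therefore have no values given under their names, and gene lists prepared beforehand could not be applied. For *sigV*, the loss of U712_13315 in Δ*sigV* points to that tag if its run is the *sigV* operon. Runs are genes whose tags follow each other in steps of 5, the usual step of the table. The number of neighbouring pairs changed in the same direction was set against 10000 shuffles of the genes.

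The alternatives were RLE size factors, library totals alone, TMM without the 20 most abundant genes, DESeq2, unadjusted p-values with both tools, no low-count filter, at least 10 counts in every library, the 2 compared groups alone, the replicate number as a block, and each library left out in turn. A block within each strain and libraries thinned to equal depth were added after seeing the data.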

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

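The tests of explanations in this part were chosen after the results were seen, except the scalings, which had been chosen beforehand, and the test of the median rise with lysozyme in the WT of the genes lower in Δ*sigV*.

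The lysozyme response differed between the strains, by a test of the difference, for 4 genes. On the log2 scale the response in Δ*sigV* minus that in the WT was -5.94, -4.17 and -3.82 for the second, the third and the fourth gene of the run that begins at U712_13315, and -1.85 for U712_08885.

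In data the paper does not discuss, those same 3 genes of the run were higher in unstressed Δ*sigV* than in unstressed WT, by 6.34, 4.20 and 3.83 on the log2 scale. RNA from lysozyme-treated WT in the Δ*sigV* libraries is argued against by the first gene of the run, which had 1 count there in place of 7482, or 0.0134% of what its ratio to the second gene in lysozyme-treated WT would bring. Scaling is argued against too, since the smallest of the 3 log2 fold changes was 3.83 over 3 other scalings. Transcription added by the marker inserted in *sigV*, which lysozyme would not control, is a candidate explanation: the 3 genes had a median log2 fold change of -0.0443 with lysozyme in Δ*sigV*, and the tag before the run was higher by only 0.51. The paper describes σ V as an activator of its own operon. If the run is that operon, losing this activation predicts lower values for the 3 genes, which the higher values argue against. Another regulatory effect of losing *sigV* was not tested and remains open.

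The strain comparison, which the paper does not report in levels, had 179 genes lower in Δ*sigV* without stress and 171 with lysozyme, against 12 and 10 higher. The split without stress was less one-sided at an unadjusted p under 0.05 in edgeR (221 higher and 401 lower) and with the replicate number as a block (80 and 217). It was also less one-sided without the second WT library without stress, which leaves 1 library in that group. Scaling of the libraries is argued against, since at least 85.0% of the called genes without stress were lower under 3 other scalings. If most of these genes needed σ V they would be predicted to rise in the WT when lysozyme raises the *sigV* operon, but the 179 had a median log2 fold change of -0.013 there (quartiles -0.118 and 0.135), and the 171 had 0.05, unless the low σ V activity of unstressed cells already sufficed for them. A minority stays open: 21 of the 179 (11.7%) and 36 of the 171 (21.1%), against 2.84% of all genes, were higher with lysozyme in the WT at an unadjusted p under 0.05. The lysozyme-treated WT libraries also served to choose the 171, which raises their share. Of the uncalled ones, 19 of 20 and 29 of 34 were higher in Δ*sigV* too (14 and 20 at an unadjusted p under 0.05). Their medians were 0.786 and 0.81 in the WT, where they were chosen as higher, and 0.496 and 0.461 in Δ*sigV*. The lower quartiles in Δ*sigV*, 0.345 and 0.196, missed the limit set for arguing against a need for σ V, so a partial need stays open. For the 179, the unstressed Δ*sigV* libraries that chose them are also the baseline in Δ*sigV*, which tilts those values upward. A difference between the strains' cultures or a second genetic change cannot be told apart from the loss of *sigV*, because each genotype is 1 strain: 81.0% of the genes lower without stress were also lower with lysozyme, which each of these would give.

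With lysozyme, 27 genes beyond the 5 called ones had an unadjusted p under 0.05 in edgeR and moved in the same direction in both strains, 25 of them higher, where 2.03 would be expected of independent lists. Apart from the run of called genes, 4 runs of neighbouring tags were higher in the WT at this threshold. For 3 of them a rise that fully needs σ V is argued against. Their median log2 fold changes were 1.43, 0.781 and 0.939 in the WT and 0.987, 0.435 and 0.994 in Δ*sigV*, with each gene above 0 there. The 0.435 lay only just above the limit, which was set after the results were seen. In level, 1 of 4, 5 of 6 and 5 of 5 of their genes were called lower in unstressed Δ*sigV*. With lysozyme all 4 of the first run were called lower. A need for σ V in their level is therefore not addressed. For the runs at 0.987 and 0.435 a partial need stays open, though 0 of their genes differed between the strains at an unadjusted p under 0.05. A run of 3 genes had 1.39 in the WT and -0.11 in Δ*sigV*, as a need for σ V predicts. Each of its genes differed between the strains at an unadjusted p under 0.05 and 0 did at an adjusted p. The libraries can be split within each strain in 9 ways, too few for a share under 0.05. The real split gave 27 genes in the same direction. In the other splits the order of the pairs is arbitrary, so the larger of the same-direction and the opposite-direction count was taken. By that measure 3 splits, the real one included, gave as many. With the real WT split and Δ*sigV* split by replicate number it was 38, in opposite directions. The highest was 72, in the same direction, with both strains split by replicate number. Replicates 1 and 2 therefore differ in a way the strains share, and the replicate block result is given with the processing alternatives.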

How the results depend on the processing

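The within-strain block and equal depth were chosen after seeing the data. In the WT, the number of genes called with lysozyme was 5, and it was 26 with DESeq2, 149 at edgeR's unadjusted p and 117 at DESeq2's; the 4 genes above 5 fold ranged from 3 to 5 over all alternatives. The 3 came from at least 10 counts in every library, which removes U712_13315. In Δ*sigV* the count of 0 became 3 with DESeq2, 102 and 82 at the unadjusted p of edgeR and DESeq2, and above 5 fold it became 1 at edgeR's unadjusted p. The 4 genes that differed between the strains in response became 61 and 36 at unadjusted p. Without stress, the 191 genes that set the strains apart became 622 and 525 at unadjusted p, and with lysozyme the 181 became 521 and 421. For DESeq2 the cause was not tested. Leaving out 1 library gave 5 to 15 genes for lysozyme in the WT, 0 to 0 in Δ*sigV*, 4 to 5 above 5 fold in the WT and 0 to 0 in Δ*sigV*, 3 to 4 for the difference in response, 112 to 335 for the strains without stress and 118 to 202 with lysozyme. The lone library is assumed to vary like the other groups. The log2 fold changes of the named genes kept their direction wherever tested. Calls changed for U712_08885 alone: its difference in response was lost in 7 of the leave-one-out fits, and its value in Δ*sigV* passed only at unadjusted p. The other scalings, filters and group choices and equal depth gave counts within 1.5 times the original. Gene lists were not tested, as the tags carry no names. Uncalled genes whose interval reaches 5 fold had a median log2 CPM of 4.75 in the WT and 4.00 in Δ*sigV*, against 5.78 for all.

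The paper does not say that a replicate number marks 1 culture or day. Deviations of same-numbered libraries correlated at 0.379 between the WT groups and 0.449 between the Δ*sigV* groups, and at 0.121 to 0.272 across strains. With the replicate block, 7 genes were called with lysozyme in the WT, 0 in Δ*sigV*, 4 for the difference in response, 297 for the strains without stress (80 higher, 217 lower) and 220 with lysozyme (20 and 200). With a replicate block within each strain, 53 genes were called with lysozyme in the WT, 26 in Δ*sigV* and 4 for the difference in response. The cause was not tested. Between the strains this block sets the replicate 1 level of Δ*sigV* against that of the WT, which is another comparison. Its counts there, 567 (227 and 340) without stress and 318 (84 and 234) with lysozyme, are therefore not alternatives to those above.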

Differences from the paper's values

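The number of genes induced over 5 fold did not differ from the paper's. In the WT it was 4, and about 4 circles of the *sigV* operon lie above the 5-fold band in Fig. 3B, read by eye. In Δ*sigV* it was 0 at an adjusted p under 0.05, and the paper states that there were none. At an unadjusted p under 0.05, the kind of threshold the paper's text names, 1 gene in Δ*sigV* was above 5 fold with edgeR and 0 with DESeq2. The paper's fold inductions of *pbpX*, and its statement on *dltA*, could not be set beside a value, since the tags are not paired with names.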

Other observations

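The 3 tags that follow the run of 4 genes also had higher values with lysozyme in the WT, though none was past the adjusted threshold with edgeR without a block. The first of them was called by DESeq2 (adjusted p = 0.00627) and by edgeR with the replicate block within each strain (adjusted p = 0.00857), which was chosen after seeing the data. Their log2 fold changes were 0.95, 1.16 and 1.13 in the WT, with unadjusted p of 0.00371, 0.00142 and 0.00667 from edgeR, and 0.21, -0.49 and 0.05 in Δ*sigV*. The tag before the run had 0.28 in the WT and -0.07 in Δ*sigV*. These tags were chosen after their values were seen.

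Genes changed at an unadjusted p under 0.05 with lysozyme lay side by side more often than shuffled genes. In the WT, 29 neighbouring pairs moved in the same direction, against a mean of 3.09 in 10000 shuffles, and in Δ*sigV* 20 pairs did, against 1.25. For each the p was 1e-04, the smallest the shuffles can give (one-sided permutation test). Genes transcribed together share their chance deviations, and the shuffles do not keep those.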
